# Deducing corticotropin-releasing hormone receptor type 1 signaling networks from gene expression data by usage of genetic algorithms and graphical Gaussian models

**DOI:** 10.1186/1752-0509-4-159

**Published:** 2010-11-19

**Authors:** Dietrich Trümbach, Cornelia Graf, Benno Pütz, Claudia Kühne, Marcus Panhuysen, Peter Weber, Florian Holsboer, Wolfgang Wurst, Gerhard Welzl, Jan M Deussing

## Abstract

**Background:**

Dysregulation of the hypothalamic-pituitary-adrenal (HPA) axis is a hallmark of complex and multifactorial psychiatric diseases such as anxiety and mood disorders. About 50-60% of patients with major depression show HPA axis dysfunction, i.e. hyperactivity and impaired negative feedback regulation. The neuropeptide corticotropin-releasing hormone (CRH) and its receptor type 1 (CRHR1) are key regulators of this neuroendocrine stress axis. Therefore, we analyzed CRH/CRHR1-dependent gene expression data obtained from the pituitary corticotrope cell line AtT-20, a well-established *in vitro *model for CRHR1-mediated signal transduction. To extract significantly regulated genes from a genome-wide microarray data set and to deduce underlying CRHR1-dependent signaling networks, we combined supervised and unsupervised algorithms.

**Results:**

We present an efficient variable selection strategy by consecutively applying univariate as well as multivariate methods followed by graphical models. First, feature preselection was used to exclude genes not differentially regulated over time from the dataset. For multivariate variable selection a maximum likelihood (MLHD) discriminant function within GALGO, an R package based on a genetic algorithm (GA), was chosen. The topmost genes representing major nodes in the expression network were ranked to find highly separating candidate genes. By using groups of five genes (chromosome size) in the discriminant function and repeating the genetic algorithm separately four times we found eleven genes occurring at least in three of the top ranked result lists of the four repetitions. In addition, we compared the results of GA/MLHD with the alternative optimization algorithms greedy selection and simulated annealing as well as with the state-of-the-art method random forest. In every case we obtained a clear overlap of the selected genes independently confirming the results of MLHD in combination with a genetic algorithm.

With two unsupervised algorithms, principal component analysis and graphical Gaussian models, putative interactions of the candidate genes were determined and reconstructed by literature mining. Differential regulation of six candidate genes was validated by qRT-PCR.

**Conclusions:**

The combination of supervised and unsupervised algorithms in this study allowed extracting a small subset of meaningful candidate genes from the genome-wide expression data set. Thereby, variable selection using different optimization algorithms based on linear classifiers as well as the nonlinear random forest method resulted in congruent candidate genes. The calculated interacting network connecting these new target genes was bioinformatically mapped to known CRHR1-dependent signaling pathways. Additionally, the differential expression of the identified target genes was confirmed experimentally.

## Background

The neuropeptide corticotropin-releasing hormone (CRH), discovered in 1981, is the key regulator of the hypothalamic-pituitary-adrenal (HPA) axis [1] and orchestrates the neuroendocrine, autonomic and behavioral responses to stress [2]. Stress and disturbances in the CRH system, i.e. hyperactivity and impaired negative feedback regulation of the HPA axis, are frequently accompanying psychiatric disorders including depression and anxiety [3-5]. The CRH system has been extensively studied applying genetically engineered gain-and loss-of-function mouse models underscoring its importance for the development of psychiatric disorders [6-8].

The two CRH receptors, CRHR1 and CRHR2, are class B G protein-coupled seven transmembrane receptors that are capable of activating different G proteins and signaling cascades upon ligand-binding. The dominant CRHR1-activated signaling pathway in endogenous and recombinant cell lines is the adenylyl cyclase-protein kinase A (PKA) pathway via Gα_s _[9,10]. Dependent on species, tissue and cell type, both receptors are known to activate Gα_q_/phospholipase C (PLC)-, AKT/PI3 kinase-, NOS/guanylyl cyclase-, caspase pro apoptotic-and NFKB or NURR1/NUR77 transcription factor signaling pathways [11]. In AtT-20 cells, a mouse corticotrope pituitary tumor cell line expressing CRHR1, PKA activation on the one hand triggers Ca^2+^-dependent signaling via CamKII, which increases NUR77 and NURR1 transcription [12]. On the other hand, PKA activates a mitogen-activated protein kinase (MAPK) pathway including RAP1, B-RAF, MEK1 and extracellular signal-regulated kinase (ERK) 1/2 resulting in NUR77 phosphorylation/transactivation and transcription of proopiomelanocortin (POMC). In specific brain areas such as the hippocampus CRH activates ERK1/2 via CRHR1, whereas in hypothalamic nuclei and the central nucleus of the amygdala CRH triggers other signaling pathways as no CRH-dependent ERK1/2 phosphorylation was detected [13]. CRHR1, as key regulator of the neuroendocrine and behavioral responses to stress, has attracted major interest as a potential novel target for the therapeutic intervention in major depressive disorder [14-17]. However, CRH/CRHR1-dependent signal transduction mechanisms are only partially understood. Therefore, a more precise understanding of the involved intracellular signaling mechanisms is a prerequisite towards the development of efficient and less pleiotropic CRHR1-specific antagonists [18].

The activation of specific signaling pathways will cause changes in gene expression signatures. Changes at transcriptional level normally precede changes at protein level and provide an entry point to understand the underlying regulatory networks. Expression profiling applying high-throughput microarray technology allows monitoring thousands of genes simultaneously and to characterize changes in gene expression patterns induced by a defined stimulus on a genome-wide scale. In order to dissect signaling mechanisms of the CRHR1 in depth we used AtT-20 cells, which are a well established *in vitro *system to study CRHR1 signaling [12,19,20]. To gain insight into the dynamics of CRH-/CRHR1-dependent signaling pathways we investigated the alterations in expression patterns after CRH treatment at five different time points between 1 and 24 h on the Max Planck Institute of Psychiatry (MPIP) 24 k cDNA microarray platform [21].

For the analysis of expression profiling data a plethora of methods has been developed in order to rank genes by t-statistics [22-24]. Applying these univariate feature selection methods the most significantly regulated genes can be determined, but variables (genes) are always considered in isolation. Our aim was to predict gene-gene interactions between candidate genes that are significantly regulated within the time course by sequentially using univariate as well as multivariate variable selection methods and afterwards graphical models. Multivariate variable selection was considered of importance because variables (genes) contribute only in combination with other variables to the discrimination of the input data rather than in isolation. For variable selection we used a maximum likelihood discriminant method (MLHD), which is equivalent to linear discriminant analysis (LDA) combined with a genetic algorithm (GA) [25]. The method combines a small number of five variables (genes) into subsets (chromosomes) mimicking biological crossover and mutation for computation of the discriminant function. Due to computational limitations to determine all possible chromosomes out of the complete set of variables a stochastic search strategy for feature selection is necessary. GA procedures in combination with classification methods have been successfully used in the analysis of microarray data [26,27]. Other optimization procedures implementing classification methods such as the greedy algorithm and simulated annealing were also investigated here and in the past [28-30]. To oppose MLHD embedded in GA to selection procedures which are in principle not affected by the dimensionally problem (small sample size compared to large variable number) also random forest was used. Subsequently, graphical Gaussian models (GGMs) have been applied to a small subset of genes in order to derive genetic interactions [31]. The resulting putative gene-gene interactions from the graphical model were assigned to signaling pathways activated by CRH/CRHR1 via text mining methods.

## Results and Discussion

### Identification of candidate genes

AtT-20 cells are a widely used and best studied *in vitro *model to investigate CRHR1-dependent signal transduction. As pituitary-derived corticotrope cell line, AtT-20 cells express CRHR1 but not CRHR2 [20] which permits specific analyses of CRHR1 signaling. A plethora of molecules regulated downstream of CRHR1 have been identified and studied in this cell line [12,19,20], however, the complex system of CRHR1-regulated signaling cascades is not fully understood. To further elucidate genes involved in CRH-activated signaling pathways we treated the cells with 100 nM CRH at five different time points (1, 3, 6, 12, 24 h). 

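AtT-20 is a mouse pituitary tumour line of the corticotrope lineage, the cells that release ACTH in answer to CRH. RNA of cells treated with 100 nM CRH was compared with RNA of untreated cells on spotted cDNA arrays carrying both dyes, at 1, 3, 6, 12 and 24 h. Each time point was hybridised on 6 arrays, 3 with the CRH-treated RNA in Cy3 and 3 with it in Cy5, which gives 30 arrays. The 6 arrays of a time point are technical replicates of 1 pair of RNA extracts, so their spread measures hybridisation and scanning, and the 5 time points are the independent units. An array is printed in 48 blocks of 504 spots, of which 1170 are empty and 192 are controls. The median spot intensity of a channel ranged from 481.8 to 2174.7, and the number of arrays limits the precision. The authors deposited spot and local background intensities and a table of 12593 spots with their normalised log2 ratios. The ratios were computed from the spot intensities, without subtracting the background, after the steps of the methods: spots among the lowest 10% of intensities in either channel of any array were left out, and a loess curve with a span of 0.75 was fitted in each print-tip block. This left 14375 spots with a log2 ratio of CRH-treated over untreated RNA on every array. A mean and SD at a time point cover the 6 arrays. Tests across time points used limma on the 5 averages, and linear models over the 30 arrays follow the methods of the study. Gene lists, most tests and 99 of the alternatives were chosen before the data were examined.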

The dose of 100 nM CRH was chosen as 100 nM CRH evokes a response in AtT-20 cells but is still below the concentration of maximal stimulation observed in transactivation assays [20]. Within the first 3 h CRH is known to activate immediate early genes such as c-Fos [20]. With the first two time points this immediate early effect of CRH was investigated whereas at 6 and 12 h the late CRH response was analysed. Furthermore, we were interested in the long-term effects of 24 h of continuous CRH treatment.

The gene expression data obtained by microarray analysis of CRH-treated vs untreated AtT-20 cells at different time points have been deposited in NCBI's Gene Expression Omnibus (GEO) [32] and are accessible by the GEO Series accession numbers GSE13156 and GPL7467.

Candidate genes were selected following (i) data normalization and preprocessing, (ii) a preselection process and (iii) supervised variable selection (Figure 1). By statistical tests it has been verified that prerequisites for the two-way ANOVA like normal distributed expression ratios and equal variances across samples are fulfilled. Furthermore, a balanced design was chosen in the present microarray study meaning equal group size of six technical replicates for each time point. As the technical replicates were performed on six different arrays, the data sets are independent.

**Figure 1:**
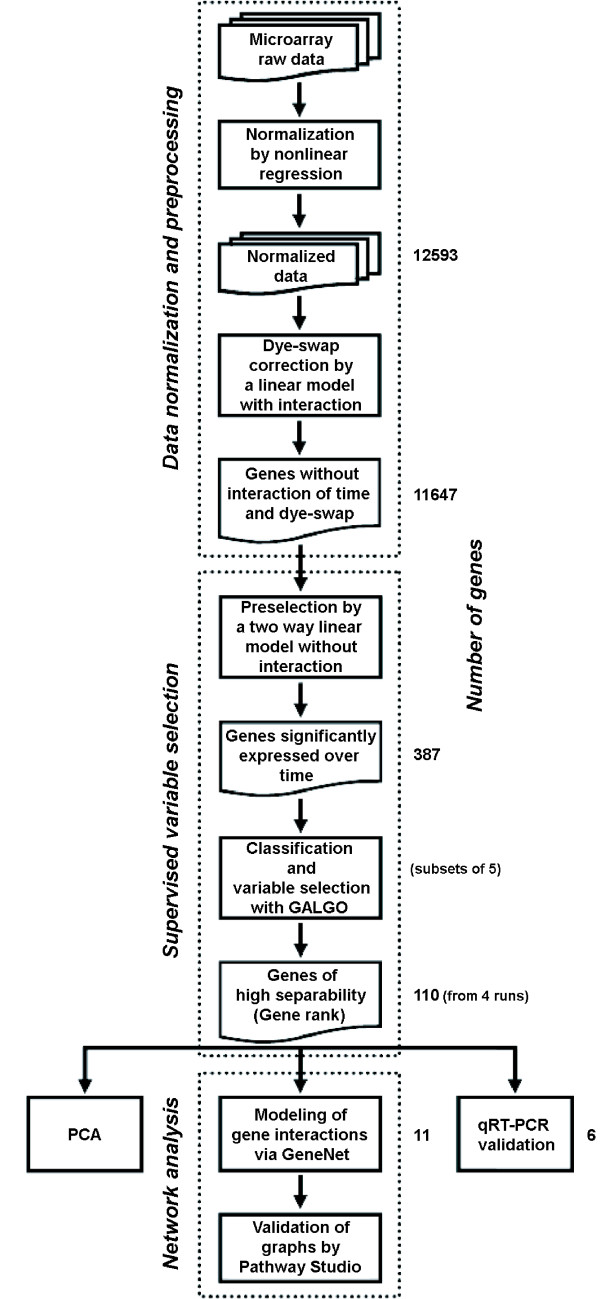
**Workflow scheme demonstrating stepwise analysis of the microarray data**.

### Normalization and Dye-swap correction

MA-plots of the spot signals from 48 pins (encoded by different colors) before and after the normalization procedure are shown in Additional File 1 (exemplified by time point 12 h after CRH treatment). The normalization procedure was successful as the loess fit curves in the MA-plots of the transformed array data (i.e. the difference between measured and predicted M-ratios) show nearly horizontal lines meaning that most of the genes do not show much change in their intensity ratios as expected [33]. After normalization, signals of 12593 spots measured at each time point were tested applying a linear model to exclude genes showing significant dye-dependent effects in their expression profile over time. 

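Fosl2, a transcription factor of the Fos family, had a log2 ratio at 3 h of 0.49 with CRH-treated RNA in Cy3 and of 0.52 with it in Cy5. Pex13, a membrane protein of the peroxisome needed for protein import, had 0.64 and -0.89 at 1 h. The ratios of Loxl3, a lysyl oxidase of the extracellular matrix, were 0.59 and -0.17 at 1 h. Across the 14375 spots, the mean ratios of a time point in one dye orientation ran against those in the other: Pearson's r across spots was -0.289 at 1 h, -0.416 at 3 h, -0.640 at 6 h, -0.543 at 12 h and -0.524 at 24 h. Spots are not independent replicates, and no test was made of these correlations. Dye orientation accounted for 35.6% of the variance of the ratios, time for 13.6%, their interaction for 13.9% and the remaining spread between arrays for 36.9%. The dye difference of a spot carried over between time points, with r across spots from 0.481 to 0.779 over the 10 pairs of time points. Because each time point holds both orientations equally, a constant dye difference cancels in its mean.

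**Figure D1:**
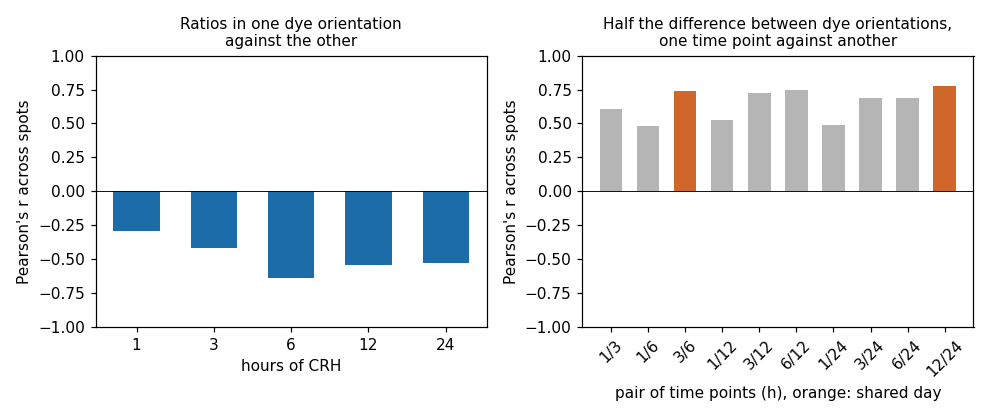
Left, Pearson's r across 14375 spots between the mean log2 ratios of the arrays with CRH-treated RNA in Cy3 and in Cy5, by hours of CRH, from -0.640 to -0.289. Right, r across spots of the dye difference of each spot for the 10 pairs of time points, from 0.481 to 0.779, with orange bars for pairs that share a day of quantification.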

A microarray design based on fixed effects parameters which was applied here was originally described by Kerr and Churchill [34]. 

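Several genes that the study carried forward had ratios that depended on the dye by an amount that changed with time. Nf2, the tumour suppressor merlin, had log2 ratios of 0.48 with CRH-treated RNA in Cy3 and -0.77 in Cy5 at 6 h, but 1.21 and 0.94 at 24 h. Hmgcs1, a synthase of the mevalonate pathway, had 1.02 and -0.08 at 6 h and -0.59 and -1.04 at 24 h on spot 6705. Cd3e, a chain of the T cell receptor complex, had -0.38 and -0.39 at 3 h and 0.04 and -0.56 at 6 h. The interaction of time and dye-swap over the arrays (n = 30) had p = 0.0053 for Nf2, p = 4.7e-05 for this Hmgcs1 spot, p = 0.00017 for Cd3e and p = 0.00018 for Pex13. Malat1, a nuclear non-coding RNA, and Pebp1, a Raf kinase inhibitor protein, also passed (n = 30 arrays, p = 0.003 and p = 0.007). For Fosl2 it was 0.071, for Acsl4 0.02, for Loxl3 0.41, for Mat2a 0.9 and for Crem 0.16. In all, 2131 of the 14375 spots (14.8%) had an interaction p under 0.01 with time as 5 levels, at a false discovery rate of 0.067, and 12244 spots remained. With time in hours as a single number, an alternative chosen after the values were seen, 1075 spots had such a p and none of the genes named here was among them. On the deposited ratios that alternative gave 946 spots, the paper's count. The p measures the spread between hybridisations of the same extracts.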

According to this fixed effects model differential expression values of 946 genes (p < 0.01 and false discovery rate FDR < 0.13) with a significant interaction of the factors time and dye-swap were excluded from the dataset.

### Preselection 2-way ANOVA

It is important to further restrict microarray data before multivariate analysis since most of the genes do not show dynamic differential expression over time following CRH stimulation and thus do not contribute to the discrimination between classes. By applying a two-way linear model without interaction of the factors time and dye-swap, genes were preselected for supervised clustering and variable selection with GA/MLHD. Because one of the main assumptions of the ANOVA is equal variances across groups we applied Levene's test for homogeneity of variance. 

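Rictor, a component of the TORC2 kinase complex, was among the few spots whose spread differed between time points, with a Levene p of 6.7e-06 on spot 15888, while its other spot had 0.789. Pds5b, a cohesin cofactor, was another (n = 30 arrays, p = 0.00015). The ratios of Fosl2, Acsl4, Loxl3 and Mat2a did not pass this test (n = 30 arrays, p = 0.111, 0.331, 0.308 and 0.474). Of the 12244 spots, 46 (0.4%) had a Levene p under 0.001 over the 30 arrays, at a false discovery rate of 0.21. With time in hours as a single number in the preceding model, an alternative chosen after the values were seen, 582 of 13300 spots did. On the deposited ratios that alternative gave 450 of 11647 spots, the paper's count.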

For the predominant part of the gene expression ratios it has been verified by Levene's test that there is no shift in variation resulting in 450 of 11647 tests with p < 0.1% and a maximum FDR of 2.5%. By the two-way ANOVA utilized in the preselection process, 387 genes (p < 0.01 and false discovery rate FDR < 0.3) were identified as significantly regulated over time. This reduction of the feature space was proposed by many authors [35,36] to improve the predictive power of the classifier. 

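The spots whose ratio changed over time included a ribosomal protein, enzymes of energy metabolism and some of the study's candidates. Rpl41, a protein of the large ribosomal subunit, had the lowest p of the named genes, 3.91e-11. Atp5l, a subunit of ATP synthase, and Tpi1, an enzyme of glycolysis, followed (n = 30 arrays, p = 4.51e-10 and p = 4.57e-10). Of the candidates, Fosl2, Acsl4, Loxl3, Mat2a and Hmgcs1 on spot 16977 passed, while Crem was below the intensity limit on some arrays and the others had been set aside for their dye interaction. In all, 1041 of 12244 spots (8.5%) had p under 0.01 for time as 5 levels with the dye-swap in the model, at a false discovery rate of 0.12. Of these, 488 also had an adjusted p under 0.05. With time in hours as a single number on the deposited ratios, an alternative chosen after the values were seen, 387 spots passed. This is the paper's count. Syt4, a synaptotagmin of secretory vesicles, was higher in CRH-treated cells over the whole time course, by 0.59 on the log2 scale (standard error 0.07, adjusted p = 0.0021, limma on the 5 averages, above 0 at 5 of 5 time points). Rgs4, a regulator that turns off G protein signalling, was lower, with a mean log2 ratio of -0.47 (standard error 0.07, adjusted p = 0.018, below 0 at 5 of 5). Misp3 was higher by 0.54 (standard error 0.08, adjusted p = 0.023) and the RIKEN transcript 0610012D14Rik by 0.49 (standard error 0.08, adjusted p = 0.03, above 0 at 5 of 5). At 1 h Misp3 had 0.05, with 0.49 on replicate 3 and -0.16 to 0.07 on the other arrays. Another spot of Syt4 also passed, but a further one, spot 12034, stayed between -0.07 and 0.04. In all, 7 spots were higher and 1 was lower. With the 10th percentile of each channel subtracted, without the removal of dim spots or with a robust, trended variance prior, 0 spots passed. Without 1 h 44 spots passed, without 6 or 24 h 5 and without 12 h 4. A rise or fall with time passed for 0 spots by limma, with 1068 at an unadjusted p under 0.05, for 4 without 1 h and for 22 without 3 h. Times and days of quantification largely coincide. Within a shared day, 370 of the 12244 spots differed between 3 and 6 h at p under 0.01, where chance gives 122. Between 12 and 24 h 161 did, with 2 and 6 arrays. The highest false discovery rates were 0.33 and 0.75. The 12 h arrays of that shared day all had CRH-treated RNA in Cy5, while the 24 h arrays held both orientations. The second comparison is therefore not balanced for dye. With the day as a block 342 spots passed for time. The paper reasons that genes without a change over time do not help to tell the time points apart, and gives its preselected genes to the multivariate search. It states that 11 genes contributed strongly to telling them apart and selects these for qRT-PCR.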

In principle, due to the small number of genes in a subset (chromosome) considered as training data for classification, a reduction of the initial data set is not necessary. However, stochastic searches such as genetic algorithms are able to detect only a small part of the total solution space. To reduce the solution space and to generate more stable results, we used the preselected set of 387 genes as input for the GALGO program. Before, Shapiro-Wilk's tests (also applied by Karlovich et al. [37]) were performed to demonstrate that the expression ratios were log_2_-normally distributed for the preselected genes as well as for the genes used as input for the ANOVA. Considering the corresponding preselected gene expression ratios 3 of 387 tests showed p < 0.1% with a maximum FDR of 10% while regarding the whole data set used in the two-way ANOVA for feature preselection 175 of 11647 tests resulted in p < 0.1% and a maximum FDR of 6.6%.

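Most genes that changed over time had ratios close to a normal distribution over the 30 arrays. Acsl4, a ligase that activates long-chain fatty acids, had a Shapiro-Wilk p of 0.899. The p was 0.261 for Fosl2, 0.374 for Mat2a and 0.356 for Loxl3. Frmd4b, a scaffold protein of the cell membrane, departed from it (n = 30 arrays, p = 0.00069). Of the 1041 preselected spots, 4 had p under 0.001, at a false discovery rate of 0.16, and of the 12244 tested spots 121 (1%) did, at 0.1. With the 10th percentile of each channel subtracted, the second count was 892.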

### GA/MLHD

The general application of the maximum likelihood (MLHD) classifier implemented in a genetic algorithm to microarray datasets was demonstrated by Trevino and Ooi [25,26]. In addition it was shown that for a chromosome size of five variables as used in the present study the classification error resulting from MLHD is similar compared to other classifiers (e.g. KNN, SVM, NC) (see Table three (Appendix) of [25]).

Additional File 2 shows the complete list of 110 transcripts derived from four independent GALGO analyses based on the preselected genes including all genes occurring at least once within the top 50 ranks. 

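Among the transcripts of Table S1, Neurod1, a transcription factor of neuroendocrine cells, had a log2 ratio of -0.61 ± 0.25 (SD, n = 6) at 24 h on spot 6620. Top2a, a topoisomerase of dividing cells, had -0.26 at 1 h and 0.44 ± 0.13 (SD, n = 6) at 24 h. Kif3a, a motor subunit of kinesin, had 0.90 ± 0.12 (SD, n = 6) at 1 h on spot 12686. The table in the supplementary file holds 111 transcripts with a spot number, of which 107 had ratios on every array. Of these, 27 had a dye interaction and 73 of the remaining 80 changed over time at p under 0.01. Of the 17 spots in boldface, 16 were measured and 9 were preselected. The transcripts were chosen by the study on these arrays, so their counts are no independent evidence.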

The frequency rank of each gene was determined by counting the chromosomes with the respective gene reaching a classification accuracy of 100% (goal fitness). In total, there are 15 genes that occur in all four runs among the topmost 50 ranked genes. Excluding those genes that were not fully annotated, a total of 10 genes remained in four runs among the topmost ranked genes. One exception is the addition of Hmgcs1 because it was detected twice (Spot ID 6705 and 16977) in at least three GALGO analysis results. Hence, 11 unique candidate genes, which contributed strongly to the discrimination between groups (time points) were selected for further validation by qRT-PCR.

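Malat1 and Mat2a stood below untreated cells at 24 h, while Pebp1 was low at 1 h only. Malat1, the nuclear non-coding RNA, had a log2 ratio of -0.88 ± 0.38 (SD, n = 6 arrays) at 24 h, below 0 on 6 of 6 arrays, and -0.52 ± 0.26 at 12 h. Mat2a, which makes S-adenosylmethionine, had 0.55 ± 0.14 at 3 h, above 0 on 6 of 6 arrays, and -0.36 ± 0.32 at 24 h. Spot 7845, Mat2a by its deposited name alone, had 0.46 ± 0.33 and -0.33 ± 0.34 at these times. Pebp1, which binds Raf kinase, had -0.47 ± 0.10 at 1 h and 0.39 ± 0.26 at 3 h, each with 6 of 6 arrays on the same side. Loxl3 had its lowest mean at 12 h, -0.46 ± 0.46, with 4 of 6 arrays below 0. Across the 12 candidate spots and 5 time points, 9 means passed a size of 1.5-fold with all 6 arrays on one side. As a list, the 11 genes did not change by camera on the CRH effect (adjusted p = 0.85) or on the trend (adjusted p = 0.83), with Crem represented by another spot. A trend passed for 6 of them when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays, and for 0 over all spots by limma. Fosl2 has a second spot, 19524, that was also above 0 at all 5 time points. Other further spots of Crem, Fosl2, Acsl4, Malat1 and Mat2a, most of them below the intensity limit on some array, did not follow the chosen ones. The deposited spot names differ from those of Table S1 for Malat1, Pebp1 and Fosl2, and for these the names here are those of Table S1.

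**Figure D2:**
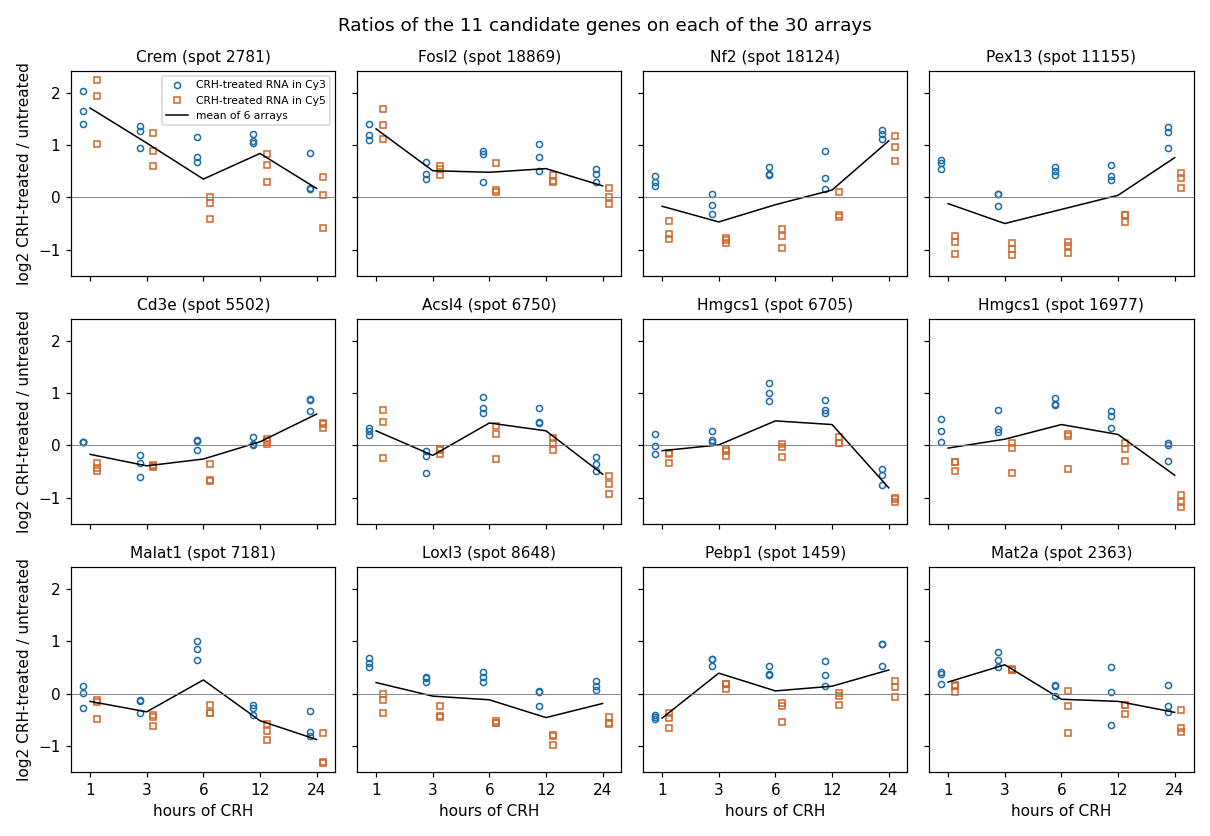
Log2 ratio of CRH-treated over untreated RNA (y axis) on each of the 30 arrays by hours of CRH (x axis) for the 11 candidate genes, with circles for CRH-treated RNA in Cy3, squares for Cy5 and a line through the mean of 6 arrays. Malat1 reaches -0.88 at 24 h, and Pebp1 goes from -0.47 at 1 h to 0.39 at 3 h.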

With multivariate selection procedures variables (i.e. gene expression ratios) are tested in combination to identify interactions between them. Detailed inspection of the chromosomes (subsets of 5 genes) revealed that often combinations of candidate genes with complete discrimination occurred in the GALGO analysis results (e.g. 4 candidates out of 11 in 224 unique chromosomes of analysis 1). Therefore, the selected genes are expected to be highly correlated with each other in terms of gene interaction networks. The dependency of top ranked GA (GALGO) selected feature components with each other (i.e. interaction networks) was also investigated by metabolic profiling studies with help of mass spectrometry [38]. The authors conclude that preliminary hypothesis can be generated based on GA selected features (genes) however it is also important to consider more complete knowledge of biological pathways from e.g. public databases or text mining tools.

### Reliability of candidate genes

Feature selection is critical when LDA is applied to microarray datasets where the number of genes (p) is distinctly larger than the number of samples (n) because overfitting can easily occur. To solve this problem we investigated several optimization algorithms for feature selection based on MLHD or LDA considering subsets of variables in which the number of genes is smaller than the sample size (p < n). The minimum sample size suggested is five observations per independent variable ([39] p. 258). Each chromosome of the GA/MLHD and SANN/LDA approach has a 6:1 ratio of observations to predictor variables, which meets the 5:1 ratio recommended. Furthermore, generalization curves based on the preselected expression ratios showed that a chromosome size of five is far away from a situation of overfitting because for a number of variables greater than 20 the test error (red curve) increases while the training error (black curve) do not change much (Additional file 3).

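Sets of randomly drawn preselected spots told the time points apart better as they grew, up to a point. Sets of 5 spots misclassified 22.3% of the arrays they were trained on and 45.4% of the arrays left out, by linear discriminant analysis on 1000 draws per size. The error on arrays left out was lowest for sets of 13, at 31.5%, where the training error was 1.1%. It was 38.7% for sets of 20 and 56.8% for sets of 24, while the training error was 0% at both. Sets of 30 spots gave 34.4% over 100 draws, a size at which the covariance within time points is singular. These errors are for random sets of spots preselected on all 30 arrays, not for the genes the study chose, and an array left out shares its RNA extracts with the 5 others of its time point.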

We also took random forest classification into account, which is suited for datasets where the number of variables is larger than the number of samples (p > > n).

### Greedy/LDA

We performed the greedy feature selection and applied LDA to the selected gene expression ratios. Each leave-one-out training set consisted of 5 to 10 genes and was achieved by repeating the F-test as long as the difference between two statistical models was significantly low. 

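Stepwise selection built on few genes. Spot 7845, which is Mat2a by its deposited name and has no gene in Table S1, entered 27 of the 30 sets, beside a spot named heat shock protein 1 in 29 sets, one named apoptosis-associated tyrosine kinase in 26 and one named extra cellular link domain-containing 1, a hyaluronan receptor, in 30. Sets held 5 to 13 spots, and 77 spots were used in all. With selection by Wilks' lambda at p under 0.001 repeated inside each round of leave-one-out cross-validation, 5 of 30 arrays were misclassified, an error of 16.7%. The 1041 spots offered had been preselected on all 30 arrays, the one left out included, and the arrays of a time point share their extracts, so this error is no estimate for new arrays.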

The LOOCV classification error was 23%, which is in the same range as shown by Wang et al. [30] using greedy-LDA selection methods. A ranked list was generated based on the frequency of each gene in the training sets of the samples. The selected genes were compared to the extracted features from the GA/MLHD procedure, and an overlap of 59% (10/17) was determined (Table 1). 

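Of the candidate genes, Mat2a was picked by the stepwise selection on its candidate spot, in 1 of the sets. Fosl2, Acsl4, Loxl3 and the second Hmgcs1 spot were among the spots offered but entered no set. Crem, Nf2, Pex13, Cd3e, Malat1 and Pebp1 were not offered, since they lay below the intensity limit or had a dye interaction. Of the 17 boldface spots, 9 were offered and 2 were picked, the other being an unnamed transcribed locus, also in 1 set. When the 387 spots preselected with time as a single number on the deposited ratios were offered instead, an alternative chosen after the values were seen, 10 of the 17 spots and 7 of the 11 candidates were picked.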

In case of the 11 candidates 7 genes of the greedy feature selection procedure coincide and in case of the top 6 validated candidates 5 genes overlapped, only Acsl4 is missing. In summary, both feature selection methods resulted in a clear overlap of the selected genes. The advantage of a greedy algorithm is the requirement of much less computational resources and that it is faster to execute. On the other hand, the greedy algorithm does not reach always a global optimal solution [40]. To address this limitation we tested also simulated annealing, another optimization search algorithm, for the validation of the GA/MLHD results.

**Table 1:** Comparison of RF, Greedy/LDA and SANN/LDA with GA/MLHD (from GALGO)

	Gene set	Overlap with GA/MLHD^1)^	Overlap with 11 candidates	Overlap with the top 6 validated candidates
RF	387	12/17	8/11	5/6^2)^
Greedy/LDA	5 -10	10/17	7/11	5/6^3)^
SANN/LDA	5	17/17	11/11	6/6

^1) ^Based on 17 genes from 4 GALGO runs among the top 50

^2) ^Pex13 missing

^3) ^Acsl4 missing

### SANN/LDA

In contrast to a greedy algorithm which often leads to a local optimum, simulated annealing (SA) derived from statistical mechanics converges to global optimum solution. In this SA approach a fitness function (generalized energy) was applied evaluating the classification error by using LOOCV and LDA instead of the physical energy. SA operates as a probabilistic hill-climbing procedure searching for the global optimum of the fitness (target) function. Simulated annealing has previously been demonstrated to be suitable for classification of gene expression data from microarrays by training of an artificial neural network [41]. To select gene expression ratios for the calculation of fitness values in the optimization process and to constrain the search space we developed an algorithm for input selection of subsets of variables (INSEL). A similar approach with the purpose of aggregating an ideally minimal subset of inputs with strong discriminative capability was described by Filippone et al. [28,29]. Details about our R-code for input selection can be found in the Additional File 4. Altogether 65 transcripts resulted from four separate SANN/LDA analyses including all genes occurring at least once within the top 50 genes ranked by their frequency in chromosomes, which reached a classification accuracy of 100%. 

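The spots that recurred in the sets of 5 that classified every array had mixed functions, and shared functions were not tested. Spots named heat shock protein 1 and zinc finger protein 142 were among them. Rpl41, Tpi1 and Atp5l were among the top 50 in each of the 4 runs, as were Timm17a, a mitochondrial import protein, Dld, a subunit shared by mitochondrial dehydrogenases, and Ndrg1, which responds to hypoxia and stress. The Hmgcs1 spot 16977 was there too, with Acsl4, Loxl3 and Arf4, a GTPase of Golgi transport. Across the 4 runs 65 spots reached the top 50, and 38 of them did so in every run. Of 2500 solutions per run, from 64.4% to 65.4% classified all 30 arrays in leave-one-out cross-validation, while random sets of 5 misclassified from 45.3% to 45.5% of arrays. With the time labels permuted and the preselection repeated, the highest share over 20 permutations was 2.4%. These permuted searches were offered 67 to 196 spots, against 1041 with the real labels.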

52 out of these 65 transcripts were in accordance with the 110 transcripts from four GALGO runs representing an overlap of 80%. 

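Fosl2, Acsl4, Hmgcs1 and Loxl3 were the candidates found by simulated annealing among the 5 that were offered to it, and Mat2a was offered but not found. The 3 offered genes among those followed up by qRT-PCR, Acsl4, Fosl2 and Hmgcs1, were all found. Crem, Nf2, Pex13, Cd3e, Malat1 and Pebp1 were not offered. Of the 17 boldface spots, 9 were offered and 8 were found, and 6 of these were found in every run. Of the 65 spots, 18 (28%) belong to Table S1. When the 387 spots preselected with time as a single number on the deposited ratios were offered, an alternative chosen after the values were seen, all 11 candidates, 16 boldface spots and 50 transcripts of Table S1 were among the 62 selected.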

Further comparison of the results of both feature selection methods SANN/LDA and GA/MLHD revealed identical selected genes (17/17) including all candidates (11/11) as well as the validated candidate genes (6/6) (Table 1). With SANN/LDA we reached a better overlap than in case of greedy/LDA and GA/MLHD. We ascribe this higher accordance of selected features by SANN/LDA and GA/MLHD to a more extensive variable combination caused by a similar evolutionary algorithm of both methods compared to greedy/LDA. For SANN/LDA we chose the same input parameters i.e. chromosome size, amount of solution chromosomes and fitness score just as for GA/MLHD. One of the main differences of simulated annealing compared to genetic algorithm is the use of only mutations in chromosomes whereas the genetic algorithm in addition takes the combination of two parent chromosomes (crossover) into account. In summary, despite of the more sophisticated search procedure in the genetic algorithm we obtained a high overlap between the respective top 50 selected genes of SANN/LDA as well as GA/MLHD and therefore validated the GALGO results. A further SANN/LDA analysis using a chromosome size of three instead of five revealed also a high agreement of selected genes (15/17, LOOCV < 15%) with GA/MLHD confirming the stability of the results (data not shown).

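With sets of 3 spots, 66 spots reached the top 50 in the 4 runs. Acsl4, Fosl2 and Hmgcs1 were again among them, while Loxl3 and Mat2a were offered but not found. Of the 17 boldface spots, 5 were selected, all of them in every run. Solutions with at most 4 misclassified arrays made up from 89.3% to 90.8% of each run. With the 387 spots preselected with time as a single number on the deposited ratios, 15 of the 17 were selected.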

Similar to the discriminant vector in classical LDA a supported vector machine (SVM)-based approach performs gene selection using a weight vector. One approach for gene selection using SVM is the Recursive Feature Elimination (RFE) introduced by Guyon et al. [42]. Filippone et al. implemented the classification method SVM in their input selection algorithm [28,29]. We also tested SVM in our feature selection algorithm but the SANN/SVM method showed distinctly more chromosomes used for classification with a higher LOOCV error rate than SANN/LDA (data not shown). Another advantage of LDA compared to SVM implemented in the SA based gene selection method (INSEL) is that it requires much less computational resources and it is faster.

### Random forest

To contrast the outcome of the GA/MLHD feature selection procedure with classification methods proposed to be not affected by the dimensional problem (p > > n), which is the case for microarray data analysis we applied also tree classifiers. Random forest (RF) represents an algorithm for classification which uses an ensemble of classification trees [43]. Each classification tree is generated by selecting a bootstrap sample of the data, and at each split predictor variables are randomly selected. Therefore, random forest includes bagging [43,44], i.e. bootstrap aggregating, as well as random variable selection for tree building. Gene selection and classification of microarray data via RF has been successfully applied by Díaz-Uriarte and Alvarez de Andrés [45]. In RF feature selection procedures both the permutation and the Gini importance can be used to determine the relevance of each variable [46]. The mean decrease in Gini criterion was computed for each variable (gene) obtained by RF analysis using the 387 expression ratios of the preselected genes. The resulting list was sorted according to the Gini index in descending order and the top most 50 genes were compared to the selected genes by GA/MLHD. 

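The genes that weighed most in the random forest were mostly outside Table S1. The highest Gini decrease belonged to the spot named extra cellular link domain-containing 1, and Mat2a was in rank 7. Lrrc42 and Fbxo33, a substrate receptor of ubiquitin ligases, stood in rank 5 and rank 6, and Stard4, which carries cholesterol between membranes, in rank 23. Rpl41 was in rank 20 and Chac1, a glutathione-degrading enzyme of the stress response, in rank 25. Of the 17 boldface spots, 1 was in the top 50 by Gini decrease and 1 by permutation importance. Among the top 50 by Gini decrease, 3 spots belong to Table S1. With the 387 spots preselected with time as a single number on the deposited ratios, an alternative chosen after the values were seen, the counts were 10 and 11.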

A considerable overlap of the top ranked genes of the RF analysis with the selected genes by GALGO of up to 71% (12/17) was determined (Table 1) and a similar overlap of up to 65% (11/17) by utilization of the permutation importance (data not shown). Furthermore, we found 8 of the 11 candidate and 5 of the 6 validated candidate genes (Pex13 is missing) by the Gini importance ranked lists with an out of bag (OOB) classification error of 13.3%. 

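The random forest of 500 trees on the 1041 preselected spots misclassified 2 of 30 arrays out of bag, an error of 6.7%, and from 0% to 10% over 10 seeds. Mat2a was the candidate it ranked in the top 50, and none of Fosl2, Acsl4 and Hmgcs1, which were offered, reached it. On the 387 spots preselected with time as a single number on the deposited ratios, the error was 16.7%, and Fosl2, Acsl4, Nf2 and Hmgcs1 were in the top 50 while Crem and Pex13 were not. The spots were preselected on all 30 arrays, and out-of-bag arrays share their RNA extracts with arrays used for training.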

We conclude from the good agreement of the selected genes in both feature selection methods that classical LDA or MLHD in combination with genetic search algorithms delivers comparable results with algorithms using tree classifiers like RF. In this context, it is important to mention that the training data sets used for the evaluation of the linear discriminant coefficients were always based on small subsets of gene expression ratios (in chromosomes). In other words, the number of genes considered for LDA or MLHD classification (p = 5) was set to be smaller than the smallest group size (n = 6) technical replicates per time point) [39,47,48] which is a strong criterion to reduce overfitting [30].

The candidate genes identified with GA/MLHD are reliable because we were able to confirm the resulting list of the most discriminative features by two other optimization algorithms greedy as well as SA and by the tree classifier method random forest. We performed data preprocessing (including preselection) which is important for further analysis and took care of parameter optimization which is essential to avoid the tendency of overfitting in a multivariate approach.

### Prediction of gene-gene interactions

#### PCA

In order to test whether a separation of the expression profiles of the candidate genes into time points (after CRH treatment) can be achieved using unsupervised clustering methods, a principal component analysis (PCA) was performed. The underlying data matrix consisted of 11 rows for the genes and 30 columns for 5 time points including 6 technical replicates. The resulting scores and loadings from PCA for the objects (i.e. genes in terms of expression ratios) and variables (i.e. time points), respectively, were visualized by a biplot (Figure 2A) allowing for interpretation of relationships between them. Similar negative gene scores on the x-axis (PC1) of Pex13, Cd3e and Nf2, which are in the same region as the 24 h time point vectors, are well correlated with each other. 

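Nf2, Pex13 and Cd3e had the lowest scores on the first principal component, -3.24, -2.82 and -1.85. Pebp1 was the next, at -1.21, and no other candidate was below 0. The arrays of 24 h had loadings from -0.37 to -0.29 on this component, with a mean of -0.33, while the mean loading was 0.15 at 1 h, 0.11 at 3 h, 0.07 at 6 h and 0 at 12 h. The component was computed from the 11 gene-centred profiles over the 30 arrays and carries no test.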

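Crem, a cAMP-responsive transcription factor, had a score of 2.14 on the first principal component and 1.98 on the second. Fosl2 had 1.41 and 1.01. On the second component the arrays of 1 h had loadings from 0.10 to 0.36, the highest mean of the time points, 0.25. Hmgcs1 had scores of 1.49 and -1.81, and Acsl4 of 1.45 and -0.92, which places them high on the first component and low on the second. The mean loading of the 6 h arrays on the second component was -0.27. Crem was above the intensity limit on 4 of 6 arrays at 1 h.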

Fosl2 and Crem, which show positive scores on PC1 and are located in the vicinity of the 1 h vectors, are also correlated. If the vectors point at the same region as the data points of the objects the gene expression is increased, otherwise it is decreased. Time points close to each other in Figure 2A have similar gene expression patterns. This is supported by the heatmap in Figure 2B, showing e.g. Fosl2 and Crem (with positive scores on the y-axis; PC2, Figure 2A) upregulated after 1 h and downregulated after 24 h of CRH treatment, whereas Pex13, Cd3e and Nf2 were downregulated after 1 h and upregulated after 24 h. 

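At 24 h, Crem and Fosl2 had mean log2 ratios of 0.17 ± 0.47 and 0.22 ± 0.25 (SD, n = 6 arrays), above 0 on 5 of 6 arrays each. Cd3e had -0.17 ± 0.27 at 1 h and 0.60 ± 0.24 at 24 h, a 1.51-fold excess in CRH-treated cells on 6 of 6 arrays. The Nf2 ratio at 1 h was -0.17 ± 0.54, with 3 of 6 arrays below 0, and Pex13 had -0.12 ± 0.85, with 3 of 6. These ratios are relative to untreated cells of the same time point. Over the 5 averages, the limma trend with time had an adjusted p of 0.48 for Fosl2 and 0.5 for Nf2, Pex13 and Cd3e.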

Examples for poor correlation in their differential expression according to Figure 2A are Pex13 and Fosl2 as well as Nf2 and Acsl4 which have negative and positive scores on PC1, respectively. Furthermore, Figure 2A and 2B show that the expression patterns of the 11 candidate genes are able to clearly discriminate the time point groups 1 and 3 h, 6 and 12 h as well as the time point 24 h. 

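The candidates separated the arrays by hour of CRH treatment on the plane of the first 2 components, which held 54.9% and 16.5% of the variance. Crem and Fosl2 lay toward the arrays of 1 h, Hmgcs1 and Malat1, at -1.81 and -0.96 on the second component, toward those of 6 h, and Nf2 opposite to both. Of the 30 arrays, 29 lay nearest to the mean of their own phase, 1 and 3 h, 6 and 12 h or 24 h, and 29 nearest to that of their own time point. Mean loadings on the second component were 0.02 at 3 h, -0.09 at 12 h and 0.08 at 24 h. Over all spots, 0 differed between the phases at an adjusted p under 0.05 by limma on the 5 averages, with 323 at an unadjusted p under 0.05 and a lowest adjusted p of 0.178. The single average at 24 h was assumed to vary like the others, and the genes plotted were chosen for separating the same arrays.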

Within the first 3 h CRH is known to regulate immediate early genes such as c-Fos [20]. Therefore, the PCA analysis reflects common transcriptional changes within the first 3 h of treatment including signaling molecules. Moreover, the correlation of the time points 6 and 12 h mirror similar processes on transcriptional level regulated by a late CRH response represented by genes involved in metabolic processes. 

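At 1 h, 29 spots had a mean ratio of at least 1.5-fold with the same sign on all 6 arrays, 15 higher and 14 lower. Beside Fosl2 they included Rasl11b, a small GTPase of the Ras family, at a log2 ratio of 0.68 ± 0.43, and Gli3, a transcription factor of Hedgehog signalling, at 0.65 ± 0.29 (SD, n = 6 arrays). Rgs4 had -0.74 ± 0.22, Snx11, a sorting nexin, -0.66 ± 0.52, and the glycolytic enzyme Pfkp -0.63 ± 0.42. At 3 h, 23 spots were higher and 3 lower, among them Odc1, the first enzyme of polyamine synthesis, at 0.75 ± 0.19 and Mpp7, a scaffold of cell junctions, at 1.18 ± 0.42. Syt4 had 0.69 ± 0.19, and Neurod1 had -0.73 ± 0.54 on spot 3014. The transcripts 4930555G01Rik and 2610042L04Rik had 0.73 ± 0.23 and 0.70 ± 0.50. Among 9 feedback genes of MAP kinase and G protein signalling, Rgs4 passed limma over all spots, and 1 member passed on the CRH effect and 1, Dusp1, on the trend when adjusted over the list alone. The list did not pass camera on the CRH effect (adjusted p = 0.15) or on the trend (adjusted p = 0.2). Each time point rests on 1 pair of RNA extracts, so the size rule carries no p, and on 5 of the 6 arrays from 41 to 52 spots passed it at 1 h. With the 10th percentile of each channel subtracted 133 spots passed at 1 h and 98 at 3 h, and without the removal of dim spots 100 and 45 did.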

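At 12 h, Ostc, a subunit of the complex that attaches sugar chains to proteins, had a log2 ratio of 0.71 ± 0.25, and Cyp51, a demethylase of sterol synthesis, 0.66 ± 0.45 on spot 8192 (SD, n = 6 arrays). Syt4 had 0.65 ± 0.34 at 6 h and 0.80 ± 0.51 at 12 h, Misp3 0.65 ± 0.26 and 0.74 ± 0.14, and Zcchc12, a zinc-finger coactivator, 0.61 ± 0.27 and 0.69 ± 0.24. Nap1l5, a histone chaperone, had 0.67 ± 0.43 at 12 h, while Mid1ip1, an activator of fatty acid synthesis, had -0.69 ± 0.47 and Rhoh, a small GTPase, -0.66 ± 0.61. The size rule passed 5 spots at 6 h, all higher, and 20 at 12 h, 17 higher and 3 lower. On 5 of the 6 arrays from 3 to 8 spots passed at 6 h and from 23 to 36 at 12 h, and with the 10th percentile of each channel subtracted 38 and 90 did, and without the removal of dim spots 11 and 86. Of 26 genes of transport between the ER and the Golgi, 6 were above 0 at 1 h, 19 at 3 h, 20 at 6 h, 23 at 12 h and 15 at 24 h, with medians of -0.07, 0.08, 0.11, 0.15 and 0.04. Tmed10, a cargo receptor, had 0.54 ± 0.31 at 12 h. Of 9 genes of the unfolded protein response, 4 were above 0 at 1 h, 8 at 6 h and 9 at 24 h, with medians of -0.07, 0.11 and 0.20. Their ER chaperone Hspa5 had 0.41 ± 0.19 at 12 h and Creld2 0.46 ± 0.25 at 6 h. By camera with a preset correlation, the CRH effect was up for the transport genes (adjusted p = 0.00041) and for the unfolded protein response (adjusted p = 4.9e-05), and so was the trend (adjusted p = 0.003 and 0.017). With an estimated correlation these became adjusted p = 0.62 for the CRH effect and adjusted p = 0.48 for the trend, in both lists. No single member passed limma over all spots or adjusted over the list alone, and without 12 h the CRH effect of the ER and Golgi transport genes had an adjusted p of 0.13. Without 1 h the trends had an adjusted p of 0.94, with the direction turned, and of 0.73 for the unfolded protein response. The trend of the latter had an adjusted p of 0.068 without 24 h and of 0.075 with the deposited ratios.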

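At 24 h, 21 spots passed the size rule, 14 higher and 7 lower. Kif3a had a log2 ratio of 0.88 ± 0.36 on spot 9477, Scaf1, a factor that binds RNA polymerase, 0.72 ± 0.44, and Hspa12a, a relative of the heat shock proteins, 0.65 ± 0.38 (SD, n = 6 arrays). Tmod2, which caps actin filaments in neurons, had -0.80 ± 0.29, and the transcript A430097D04Rik -0.61 ± 0.43. Sec31a, a coat protein of vesicles that leave the ER, had 0.57 ± 0.52 at this time, with 5 of 6 arrays above 0. The arrays at 24 h hold 1 pair of RNA extracts, and from 22 to 35 spots passed when an array of each time point was left out, 63 with the 10th percentile of each channel subtracted and 64 without the removal of dim spots.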

Long-term effects of CRH were clearly discriminated at 24 h where the regulation of primary signaling molecules is no longer needed but specific downstream cellular processes are activated.

**Figure 2:**
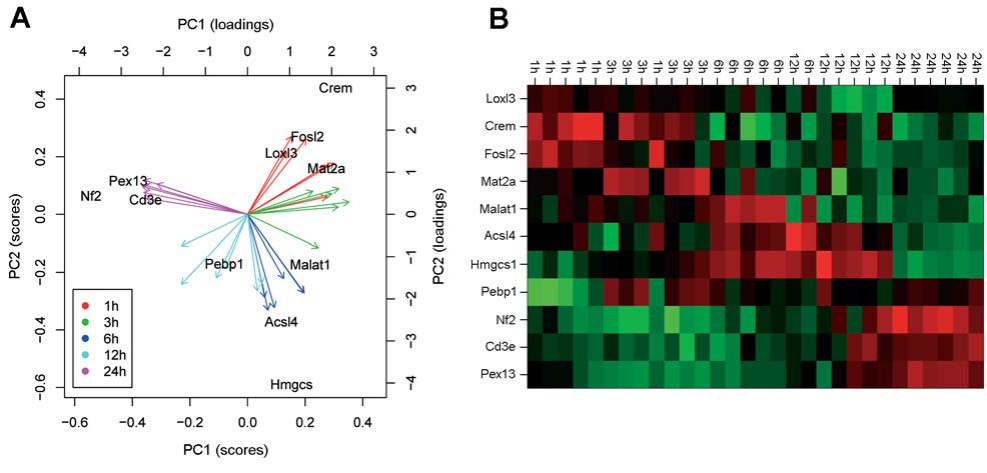
**Results of PCA analysis**. (A) Biplot of 11 candidate genes (scores) and time points after CRH treatment (loadings). The first two principal components (PC1 and PC2) were used to generate the biplot. In particular, correlations between the gene data points Pex13, Cd3e and Nf2 on the one hand as well as Crem and Fosl2 on the other hand are conspicuous. (B) The heat map represents the grouping of genes and time points by PCA. 24 h-replicates are completely separated whereas 1 h-and 3 h-replicates as well as 6 h-and 12 h replicates differentiate only partly based on the expression data. Positive and negative values of log_2 _expression ratios are colored in red and green, respectively. Black colored expression ratios illustrate no differential expression.

#### GeneNet

The subset of 11 candidate genes with high frequency ranks derived from the supervised variable selection procedure and investigated by PCA was further analyzed by constructing a gene association network with help of the R package GeneNet [49], another unsupervised correlation method. Primarily, GeneNet was developed for analyzing gene expression (time series) data with focus on the interference of gene networks [31,50]. The resulting undirected graph from the GeneNet program is shown in Figure 3. We considered gene pairs with |*p_cor_*| > 0.35 and corresponding p-values < 0.05 at their edges and additionally unconnected nodes. 

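Acsl4 and Hmgcs1, both enzymes of lipid metabolism, had the largest partial correlation among the 11 candidates, 0.51, and from 0.44 to 0.50 when a replicate was left out. Crem and Fosl2 had 0.38, with 0.30 to 0.42, and Nf2 and Pex13 had 0.38 as well, with 0.34 to 0.38. Malat1 and Loxl3, at 0.35, and Pex13 and Cd3e and also Loxl3 and Mat2a, at 0.34, lay near the threshold of 0.35. Hmgcs1 and Loxl3 had -0.12, and -0.37 after the ratios were centred within each dye orientation. With that centring Acsl4 and Hmgcs1 had 0.39, Crem and Fosl2 0.40, and Nf2 and Pex13 0.34, below the threshold. Malat1 and Loxl3 then had 0.39, Pex13 and Cd3e 0.38, and Loxl3 and Mat2a 0.30. With shrinkage and dynamic weights, 3 of 55 pairs exceeded the threshold, and 7 did with equal weights. Of 11 settings, 7 were chosen after the values were seen, and 1 of these, with equal weights and centring within dye orientation on the deposited ratios, gave 6 pairs, all of them drawn in Fig. 3. The 30 arrays stand for 5 pairs of RNA extracts, so no p is given.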

The association network of putatively co-regulated genes consists of four main subnetworks with the gene clusters Fosl2-Crem, Cd3e-Pex13-Nf2, Acsl4-Hmgcs1 and Loxl3-Malat1 (Figure 3, where Hmgcs1 and Loxl3 are negatively partially correlated). These findings are in agreement with the above mentioned results of the PCA-an independent unsupervised clustering method-where most of the gene clusters were found to be correlated, in particular Fosl2-Crem, Pex13-Cd3e-Nf2 and Acsl4-Hmgcs1 (Figure 2A and 2B).

**Figure 3:**
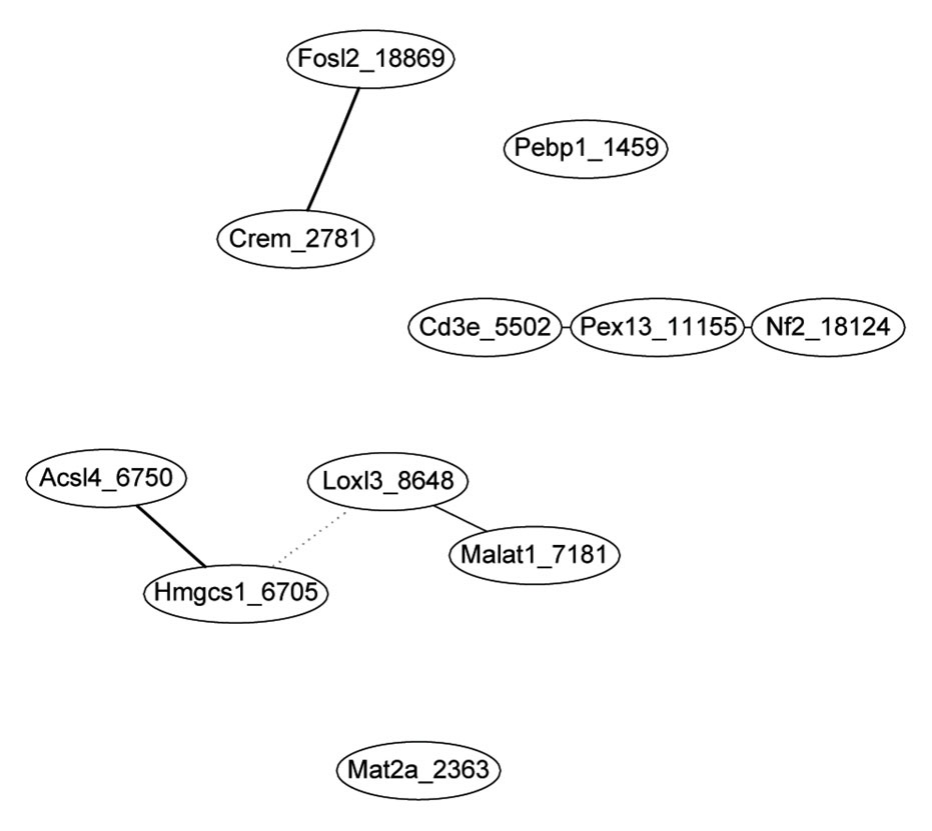
**Undirected graph computed by GeneNet for genes revealed by GALGO analyses**. GeneNet analysis was based on the expression ratios from the microarray of 11 genes. Solid lines in black depict positive partial correlation between genes. For the genes Pebp1 and Mat2a relations with other genes were not found by GeneNet whereas the dotted line between Hmgcs1 and Loxl3 represents a negative partial correlation.

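Pebp1, Mat2a, Crem, Hmgcs1 and Malat1 together assigned 30 of 30 arrays to their time point in leave-one-out cross-validation (100%). Mat2a, Crem, Cd3e, Fosl2 and Malat1 assigned 29 of 30 (96.7%), and 30 of 30 with the deposited ratios. When linear discriminants were trained on the arrays with CRH-treated RNA in Cy3 and tested on the other 15, the set with Pebp1 and Hmgcs1 assigned 7 of 15 (46.7%) and the set with Cd3e and Fosl2 12 of 15 (80%). Trained the other way, they assigned 14 and 13 of 15. Both sets hold Crem, Mat2a and Malat1. The study found these sets by a search for full accuracy on the same arrays, so the leave-one-out values are no independent estimate, and an array left out shares its extracts with 5 arrays used for training.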

A complete discrimination (LOOCV = 1) into time points was achieved with sets of five genes (chromosomes) in the case of Pebp1, Mat2a, Crem, Hmgcs1 and Malat1 as well as in case of Mat2a, Crem, Cd3e, Fols2 and Malat1. The concordance of genes from these two chromosomes with genes in every subnetwork derived from GeneNet indicates that all four clusters including the two unconnected nodes (Figure 3) play an important role for the description of the overall time response.

#### Reconstruction of CRH signaling pathways by text mining

To validate candidate interactions revealed in PCA and GeneNet analyses the literature mining software Pathway Studio was used. Direct and indirect protein-protein interactions, expression and promoter binding as well as regulation such as common regulators or targets were taken into account. Every connection found by Pathway Studio was confirmed manually and incorrectly associated interactions were excluded. No literature-based interaction was found for the GeneNet-built connection of Malat1 and Loxl3 (Figure 3), which is consistent with the weak correlation in the PCA results. In addition, for the negative partial correlation between Hmgcs1 and Loxl3 no relation was found using the Pathway Studio software, as was confirmed by PCA (Figure 2). Nf2, Pex13 and Cd3e clustered together in the GeneNet algorithm because of their regulation 24 hours following CRH stimulation. Therefore, these molecules should not be involved in acute signal transduction but in the modulation of CRH-dependent cellular processes such as proliferation or immune response [51-53]. 

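At 24 h, Nf2 had a log2 ratio of 1.08 ± 0.22 (SD, n = 6 arrays), a 2.11-fold excess in CRH-treated cells, and Pex13 had 0.76 ± 0.49, a 1.69-fold excess, each above 0 on 6 of 6 arrays. A second Nf2 spot, below the intensity limit on 1 array, had 1.00 ± 0.43. Of 10 genes of peroxisome biogenesis, 5 were above 0 at 24 h, with a median of -0.01, and Pex14, a docking protein of the import machinery, had -0.31 ± 0.21. Of 8 T cell and leukocyte genes, 3 were above 0 at 24 h, with a median of -0.02, and the kinase Lck had -0.10. Of 23 cell cycle genes, 6 were above 0 at 1 h, 16 at 12 h and 9 at 24 h, with medians of -0.14, 0.07 and -0.02, and Rrm2, a subunit of ribonucleotide reductase, had -0.47 ± 0.15 at 1 h. By camera, the trend was up for the cell cycle genes (adjusted p = 0.017, but adjusted p = 0.48 with an estimated correlation, 0.95 without 1 h and 0.06 without 12 h). For peroxisome biogenesis it had an adjusted p of 0.25 and for the T cell genes of 0.66. On the CRH effect the adjusted p was 0.95, 0.26 and 0.51 in the same order. Over all spots 0 members passed by limma. When adjusted over the list alone, the trend passed for 1 gene in each list, Top2a, Pex13 and Cd3e, none of them independent evidence because the study selected all 3 on these arrays.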

Along these lines, all three genes have divergent functions. Nf2, a tumor suppressor, plays a critical role in cell proliferation by blocking growth factor receptor-dependent pathways [54]. Interestingly, a single nucleotide polymorphism in the Cd3e genes is associated with antidepressant treatment response [55]. The peroxisomal biogenesis factor Pex13 functions as protein transporter in peroxisomes and is related to fatty acid oxidation. The verification of the interactions predicted by GeneNet with the Pathway Studio software resulted in an indirect protein-protein interaction via SH3 domains. Pex13 contains an SH3 domain itself, whereas Nf2 and Cd3e can bind proteins, which in turn are capable of binding SH3 domains [56-59]. Moreover, a putative linkage of these three candidate genes to CRHR1-cAMP-mediated signal transduction was found for Nf2 (Figure 4). PKA phosphorylates Nf2, which triggers the dimerization with ezrin and causes cell growth [60]. As CRH is known to regulate cell proliferation Nf2 could be one of the responsible molecules mediating the CRH effect on cell growth [51,52]. Additionally, Nf2 is able to block MAP kinase signaling pathways [54] and thereby possibly affects CRHR1-regulated transcription.

**Figure 4:**
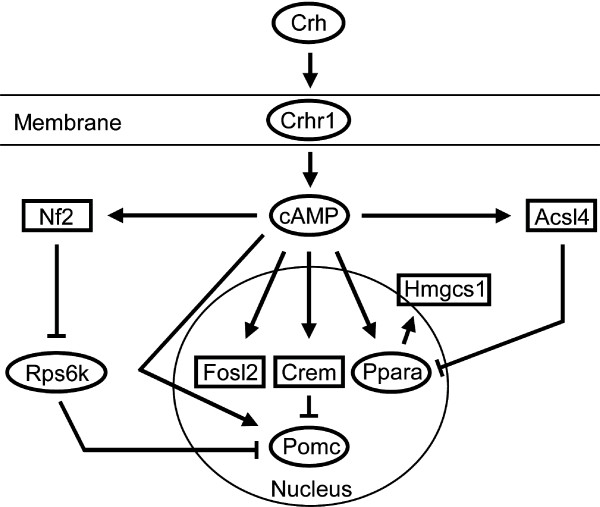
**Result of shortest path searches between all candidate genes investigated by GeneNet**. After manual curation of each interaction the resulting pathways were combined in this picture. Experimentally with qRT-PCR validated genes are drawn by rectangles and intermediates are indicated by circles. Lines with an arrowhead reflect positive regulation, other lines indicate inhibition.

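Hmgcs1, which makes the HMG-CoA that feeds the mevalonate pathway, had a log2 ratio of -0.81 ± 0.27 (SD, n = 6 arrays) at 24 h on spot 6705, 1.76-fold below untreated cells on 6 of 6 arrays. Its second spot had -0.57 ± 0.56, with 4 of 6 arrays below 0. Acsl4 had -0.55 ± 0.25 at 24 h, below 0 on 6 of 6. Of 20 measured genes of cholesterol synthesis, 4 were above 0 at 1 h, 14 at 3 h, 16 at 6 h, 16 at 12 h and 6 at 24 h, with medians of -0.12, 0.07, 0.15, 0.12 and -0.11. On the arrays with CRH-treated RNA in Cy5 the median at 3 h, 0.11, was above those at 6 and 12 h, 0.01 and 0.05. Nsdhl, a dehydrogenase of late sterol synthesis, had -0.44 at 1 h and 0.31 at 12 h, and Cyp51 0.42 ± 0.31 at 12 h on spot 3495. Tm7sf2, a sterol reductase, had 0.36 ± 0.39 at 24 h.
The median at 6 h exceeded that at 24 h by 0.27, with 16 of 20 genes higher at 6 h, and without Hmgcs1 by 0.25. Among 10000 lists of equal size matched for intensity, the medians lay at percentile 100 at 6 and 12 h and at 0.6 at 24 h. By camera the adjusted p was 0.36 for the trend and 0.18 for the CRH effect, and 0.82 and 0.77 with an estimated correlation. No member passed limma over all spots or adjusted over the list alone. For cholesterol synthesis the trend was up with an adjusted p of 5.8e-05 without 24 h, down with 0.013 without 1 h and up with 0.83 without 12 h. The CRH effect was up with an adjusted p of 0.0026 without 24 h, 0.0087 without 1 h and 0.91 without 6 h, and 1 pair of RNA extracts stands behind each time point.

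**Figure D3:**
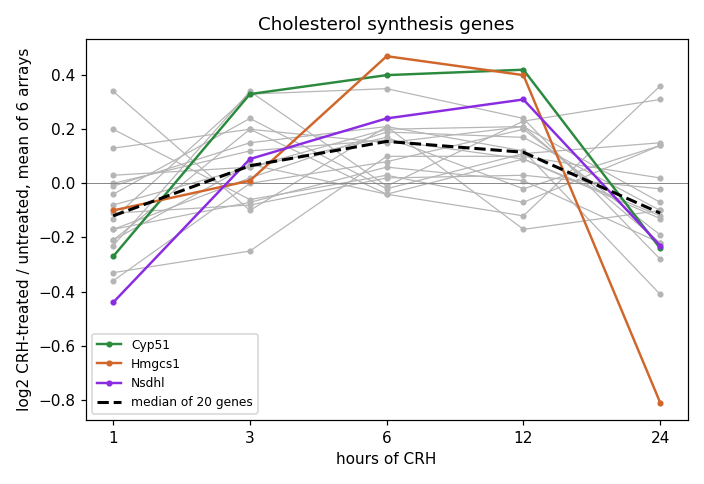
Mean log2 ratio of CRH-treated over untreated RNA over 6 arrays (y axis) by hours of CRH (x axis) for 20 genes of cholesterol synthesis, with 3 genes in colour, the others in grey and their median as a dashed line. The median lies at 0.15 at 6 h and at -0.11 at 24 h.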

The next group of interacting candidate genes containing Hmgcs1 and Acsl4 (Figure 4) is involved in lipid metabolism. Both genes were found to be connected via the peroxisomal proliferator-activated receptor α (PPARA) which maintains fatty acid homeostasis by induction of fatty acid oxidation and plays a role in controlling peroxisomal proliferation. Hmgcs1 was also found to be regulated on protein level after 100 nM CRH treatment of AtT-20 cells [19]. The Hmgcs1 gene contains a peroxisome proliferator response element (PPRE) in its promoter that binds PPARA/RXR heterodimers [61] and long-chain acyl-CoA synthetases (LC-ACS), like Acsl4, inhibit PPARA-mediated transcription [62]. Acsl4 transcription is activated by cAMP [63] and PPARA is phosphorylated by this second messenger [64] linking these genes with Gα_s _protein-coupled receptor signaling pathways.

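Beyond Acsl4, few genes of fatty acid metabolism stood far from untreated cells. Fasn, which makes palmitate, had log2 ratios of -0.44 ± 0.11 (SD, n = 6 arrays) at 1 h and 0.29 at 24 h, and the fatty acid carrier Fabp5 had 0.34 ± 0.19 at 12 h. Acadl, a dehydrogenase of fatty acid oxidation, had -0.36 ± 0.41 at 1 h. The medians of the 21 measured genes were -0.06, 0.01, 0.04, 0.04 and -0.06 at 1, 3, 6, 12 and 24 h. The list passed camera neither on the CRH effect (adjusted p = 0.95) nor on the trend (adjusted p = 0.28). By limma 0 members passed over all spots and 0 when adjusted over the list alone.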

The CRH/CRHR1-dependent regulation of genes involved in lipid metabolism strengthens a potential role of CRH as a modulator of metabolic function. Many psychiatric and neurological disorders share changes in metabolism [65,66]. Hmgcs1, e.g., together with other genes linked to fatty acid metabolism is upregulated by antipsychotics in human glioma cells [67].

The putatively connected candidate genes Crem and Fosl2 are both transcription factors. Crem is a modulator of cAMP responsive element (CRE)-dependent transcription [68] and is known to be regulated by CRH [20]. The expression of numerous genes such as CRH or tyrosine hydroxylase involved in psychiatric and neurodegenerative disorders, respectively, is regulated by Crem [69]. Fosl2 is a transcription factor of the Fos family, of which the immediate-early gene c-Fos is the most prominent member. Becquet and colleagues (2001) showed that upon CRH treatment transcription factors of the Fos-and Jun-family bind to the Pomc promoter and regulate its transcription [70]. Literature mining revealed cAMP as the connecting molecule for both transcription factors (Figure 4). cAMP-mediated induction of Crem leads to transcription of its inducible form Icer which is driven by an alternative intronic promoter [68]. In the case of Fosl2, cAMP leads to Fosl2-dependent transcriptional regulation of genes containing an AP1-binding site in their promoter [71,72]. As it is well known that CRH induces cAMP, and its downstream signaling cascades via a Gα_S _protein the GeneNet algorithm not only elucidated an interaction between Crem and Fosl2, but the result can be linked to CRHR1-dependent signaling pathways, especially since the Pomc promoter contains a cAMP-responsive element as well as an AP-1 binding site [73-75]. Crem and Fosl2 both showed an up-regulation within the first hour of CRH stimulation. 

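At 1 h, Crem had a log2 ratio of 1.71 ± 0.45 (SD, n = 6 arrays), though its spot was above the intensity limit on only 4 of these arrays, and Fosl2 had 1.31 ± 0.23, a 2.49-fold excess in CRH-treated cells, both above 0 on 6 of 6 arrays. A second spot of Fosl2, 19524, had 0.88 ± 0.34. Over the time course Fosl2 was higher by 0.62 (standard error 0.11), with an adjusted p of 0.064 over all spots by limma and 0.00049 when adjusted over the list alone, which is not independent evidence because the study chose it on these arrays. The Crem spot had no such test, since it lay below the intensity limit on some arrays. A further Crem spot, above the limit on every array, did not follow it, with -0.23 ± 0.53 at 1 h. Over the time course that further spot had a mean of -0.06 (standard error 0.07, adjusted p = 0.95 over all spots by limma). Other measured early genes had smaller ratios. Of 30 listed immediate early genes, 11 were measured, and 7 of these were above 0 at 1 h, with a median of 0.07. Csrnp1, a nuclear protein of this class, had 0.57 ± 0.30 at 1 h, Egr3 0.35 ± 0.34 and Myc -0.41 ± 0.35 at 3 h. By camera the list trended down (adjusted p = 0.035, but adjusted p = 0.48 with an estimated correlation, 0.74 without 1 h and 0.15 without 24 h). With the mean of all spots of a gene, the trend had an adjusted p of 0.062. The CRH effect of the list had an adjusted p of 0.26 by camera, 0.62 with an estimated correlation and 0.031 with the deposited ratios. When adjusted over the list alone, 1 member passed on the CRH effect and 2, Fosl2 and Csrnp1, fell with time. Of 30 listed genes induced by cAMP and CREB, 15 were measured, and 8 of these were above 0 at 1 h, with a median of 0.02. The Crem spot with 1.71 at 1 h was not among the tested spots, so no list holds its ratio. The lists do not show how their unmeasured genes responded. Odc1 was higher over the time course when adjusted over the list alone (adjusted p = 0.0028), as was Prkar1a, a regulatory subunit of protein kinase A (adjusted p = 0.045, with 2 of its 3 further spots on the other side of 0 at 12 h), and 0 members passed over all spots by limma. Dusp1, a phosphatase of MAP kinases, had 0.40 at 1 h and -0.41 ± 0.71 at 24 h. The list had an adjusted p of 0.27 by camera on the CRH effect, or 0.0078 with the deposited ratios, and of 0.97 on the trend. By fry, which asks whether its genes move one way on balance, it was up (adjusted p = 0.038), while camera with an estimated correlation gave an adjusted p of 0.62 and the median CRH effect of the list was 0.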

Early regulated transcription factors Crem and Fosl2 may play an important role in the regulation of CRHR1-dependent signal transduction, probably by triggering or coordinating the transcription of secondary regulated genes.

Nf2, Acsl4, Crem and Fosl2 are known to be regulated by cAMP and thus targets of Gα_S_-protein-dependent signaling mechanisms. As CRH/CRHR1 promotes the synthesis of the second messenger cAMP the regulation of these four candidate genes by cAMP is likely to depend on direct CRH stimulation. As cAMP activates different signaling cascades via PKA such as CREB, L-type Ca^2+^channels and MAP kinase pathways, the distinct time-dependent differential regulation of candidate genes is likely to be stimulated by those different downstream pathways. Additionally, secondary effects of CRH-activated signaling such as expression and transactivation of transcription factors, e.g. of the AP1 family, lead to time-delayed changes in gene expression.

In summary, according to present knowledge, the inter-gene connections identified by the GeneNet algorithm were validated and additionally integrated into known CRHR1 signaling pathways.

#### Validation of CRH-regulated genes over time via qRT-PCR

To strengthen the biological relevance of the theoretical findings based on multivariate GALGO and unsupervised GeneNet algorithms the microarray data were partly confirmed by quantitative real-time PCR on all candidate genes that were analyzed by PCA and GeneNet, respectively, and subsequently verified by applying the Pathway Studio software. Total RNA isolated from two independent biological replicates at different time points was reverse transcribed and cDNA was analyzed in technical duplicates by qRT-PCR. As an internal standard the housekeeping genes Hprt and Gapdh were used. Both genes were not differentially regulated in AtT-20 cells by CRH stimulation.

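The Crem ratio at 3 h was 1.04 ± 0.29 (SD, n = 6 arrays), a 2.06-fold excess in CRH-treated cells, and at 12 h it was 0.84 ± 0.34, a 1.79-fold excess, above 0 on 6 of 6 arrays at both. With the 10th percentile of each channel subtracted these ratios were 1.62 and 1.21. At 6 h it was 0.35 ± 0.61, with 0.87 on the arrays with CRH-treated RNA in Cy3 and -0.17 on those in Cy5. The arrays are hybridisations of the same extracts as before.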

We confirmed that after CRH stimulation the transcription of Crem was increased in the first 12 hours. The differential expression of Fosl2 was increased at the time points 1, 6, 12 and 24 h in the microarray as well as in the qRT-PCR. 

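Fosl2 had mean log2 ratios of 0.51 ± 0.12 at 3 h, 0.48 ± 0.35 at 6 h and 0.55 ± 0.29 at 12 h (SD, n = 6 arrays), above 0 on 6 of 6 arrays at each. Its second spot had 0.48 ± 0.31, 0.22 ± 0.32 and 0.38 ± 0.16 at these times. At 24 h that spot had 0.18 ± 0.19, above 0 on 5 of 6 arrays.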

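Acsl4 had a log2 ratio of 0.43 ± 0.42 at 6 h and of 0.28 ± 0.30 at 12 h (SD, n = 6 arrays), above 0 on 5 of 6 arrays at each. On the arrays with CRH-treated RNA in Cy3 these were 0.75 and 0.53, and with it in Cy5 0.11 and 0.03. Hmgcs1 on spot 6705 had 0.47 ± 0.61 at 6 h, above 0 on 4 of 6 arrays, and 0.40 ± 0.36 at 12 h, above 0 on 6 of 6. Nf2 had 0.14 ± 0.47 and Pex13 0.04 ± 0.47 at 12 h, with 4 of 6 and 3 of 6 arrays above 0. These 12 h means lie within the spread between arrays.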

Acsl4 and Hmgcs1 showed increased mRNA levels in both analysis at 6 and 12 hours whereas Nf2 and Pex13 were upregulated by CRH after 12 and 24 hours (Figure 5). The expression level of Cd3e was out of the linear detection range of the Lightcycler instrument and thus not validated. With both internal references, Hprt and Gapdh, similar results were obtained. The microarray and qRT-PCR regulation values correlated well confirming the validity of the expression kinetics. Genes were defined as validated when the direction of regulation as determined by qRT-PCR was at least at one time point in agreement with the microarray result. To reveal the significance of the qRT-PCR in comparison to the microarray results ANOVA was performed. 

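Among the 6 genes followed up by qRT-PCR, change over time across the arrays (n = 30) had p = 7.6e-10 for Hmgcs1 on spot 6705, p = 2.6e-09 for Nf2 and p = 4e-09 for Pex13, in a linear model with time as 5 levels and the dye-swap on the ratios from the intensities. These 3 spots had been set aside for their dye interaction. With the deposited ratios the order was Pex13, Nf2 and Hmgcs1 (n = 30 arrays, p = 5.8e-11, p = 5.9e-09 and p = 1e-08). On the ratios from the intensities, Fosl2, Crem and Acsl4 followed (n = 30 arrays, p = 7.4e-07, p = 1.9e-06 and p = 5.4e-06). With time in hours as a single number on the deposited ratios, an alternative chosen after the values were seen, the p was 1.1e-09 for Nf2, 2.2e-09 for Pex13, 0.00025 for Crem, 0.00026 for Fosl2, 0.0042 for Acsl4 and 0.002 for Hmgcs1. These p measure change against the spread between hybridisations, not between cultures. On the 5 averages, the limma trend of Acsl4 had an adjusted p of 0.72 and that of Hmgcs1 of 0.85.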

For Crem, Fosl2 and Nf2 the CRH-and time-dependent changes in expression are significant in microarray and qRT-PCR data and for Acsl4 the p-value shows a trend showing the reproducibility of the microarray results in independent material (Figure 5). For Hmgcs1 and Pex13 no significance in the ANOVA was obtained although the expression changes over time are similar in the qRT-PCR and in the microarray data. In the case of Hmgcs1 the variance between the samples is high, thus the analysis of more samples would help to get the results statistically significant. In the case of Pex13 the differential expression in the microarray analysis is very low and therefore difficult to validate with qRT-PCR although the regulation at 24 h was measured in both experiments.

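Pex13 had log2 ratios of 1.18 with CRH-treated RNA in Cy3 and 0.34 with it in Cy5 at 24 h. At 3 h they were -0.01 and -0.99, at 6 h 0.50 and -0.95, and at 12 h 0.45 and -0.38. Pex3, which recruits proteins to the peroxisome membrane, had -0.40 ± 0.49 (SD, n = 6 arrays) at 1 h and 0.01 at 24 h. The SD of Pex13 within a dye orientation was 0.18 at 24 h and 0.09 at 6 h. The difference between orientations therefore exceeded the spread between arrays of the same orientation at every time point.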

**Figure 5:**
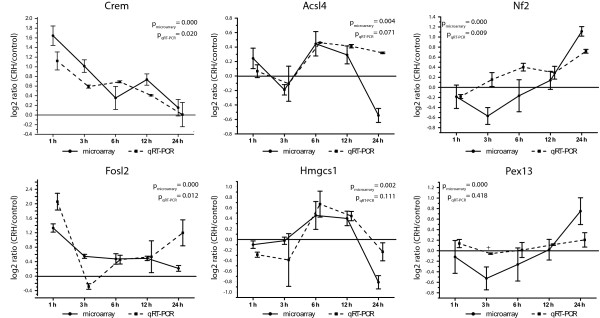
**qRT-PCR validation of the differential expression of six candidate genes at different time points**. Filled circles located on solid lines represent differential expression values from the microarray whereas filled squares on dashed lines show qRT-PCR expression values of AtT-20 cells independently treated with CRH related to their untreated controls and normalized to the house keeping gene Hprt. p-values were evaluated by ANOVA analyses.

The validation of the expression dynamics supported the clustering results of the GeneNet algorithm. Genes similarly regulated over time were considered as putative interaction partners. As the validated six candidate genes showed differential expression over time in an independent experiment, the co-regulated genes Crem and Fosl2, Acsl4 and Hmgcs1, Nf2 and Pex13 can be regarded as important mediators of CRH/CRHR1-dependent signaling pathway.

## Conclusions

To dissect CRHR1-dependent signaling pathways in detail, genome-wide expression profiling of CRH-stimulated AtT-20 cells was performed at five different time points. A combination of univariate preselection, multivariate discriminant analyses followed by unsupervised graphical models was employed to find genes significantly regulated by CRH/CRHR1-dependent mechanisms. Starting with more than 12000 expressed genes, we isolated a small subset of genes connected to CRHR1 signaling mechanisms. We focused on genes that occurred multiple times in GALGO analyses and contributed significantly to the discrimination of different time points following CRH treatment. Additional analyses using the state-of-the-art algorithm random forest as well as further optimization methods such as SANN and greedy, revealed similar results which strengthened the reliability of the GALGO results. Consequently, possible correlations between these genes were determined by PCA and GeneNet. Moreover, the differential expression of a subset of candidates was validated independently and determined interactions were confirmed via Pathway Studio software. This approach was able to condense the enormous dataset to a manageable subset of discriminative genes, which can now be subjected to detailed functional studies.

## Methods

### Cell culture

AtT-20 cells were obtained from the American Type Culture Collection (Manassas, VA) and cultured under standard conditions in Dulbecco's modified eagle medium (DMEM; Invitrogen, Karlsruhe, Germany) supplemented with 10% fetal calf serum (FCS; Invitrogen) and antibiotics (Invitrogen). The cells were maintained in a humidified 5% CO_2 _atmosphere at 37°C. After FCS deprivation for 18 hours cells in each experiment were treated with human/rat CRH (100 nM) (Bachem, Heidelberg, Germany) for 1, 3, 6, 12 and 24 h, respectively. In addition, untreated control cells were harvested at the same time points.

### RNA isolation and microarray hybridization

AtT-20 cells were harvested and total RNA was isolated with TRIzol^® ^reagent (Invitrogen) according to the manufacturer's protocol. RNA integrity was tested by gel electrophoresis. Amplified RNA (aRNA) synthesis and aRNA labeling were performed with the Amino Allyl MessageAmp™ aRNA Kit (Ambion, Austin, Texas) following the manufacturer's protocol. To exclude dye bias a dye-swap approach was chosen, i.e. one half of control AtT-20 aRNA and treated AtT-20 aRNA, respectively, was coupled to mono-reactive Cy3 and the other half to Cy5 N-hydroxysuccinimid (NHS) esters (Amersham). The labeled control and treated aRNA samples were mixed (Cy3-labeled control with Cy5-labeled treated samples and vice versa) and hybridized onto MPIP 24 k mouse cDNA arrays (Max Planck Institute of Psychiatry, Munich, Germany) [21]. In total, six technical replicates (three for each dye-coupling combination) were performed and scanned on a PerkinElmer Life Sciences ScanArray 4000 laser scanner (Rodgau-Jügesheim, Germany).

### Quantitative real-time PCR

The identity of selected candidate genes was verified by sequencing of the corresponding array clones (Sequiserve, Vaterstetten, Germany).

cDNA of independently treated AtT-20 cells was synthesized with SuperScript II-reverse transcriptase (Invitrogen) primed with oligo(dT) primers using 1 μg of total RNA according to the manufacturer's instructions. cDNA of untreated and 100 nM CRH-treated AtT-20 cells was analyzed by quantitative real-time PCR (qRT-PCR) using the LightCycler^® ^FastStart DNA MasterPLUS SYBR Green I reagent (Roche Diagnostics GmbH, Mannheim, Germany) according to manufacturer's instructions and different oligonucleotide primers (see Table 2). The experiments were performed in duplicates in the LightCycler^®^2.0 instrument (Roche Diagnostics, Mannheim, Germany) with the following PCR settings: initial denaturation at 95°C for 10 min; 40 cycles of denaturation (95°C for t_D _= 10 sec), annealing (T_A _= 56-65°C for t_A _= 4-5 sec) and elongation (72°C, t_E _= 7-13 sec). At the end of every run a melting curve (50-95°C with 0.1°C/sec) was measured to ensure the quality of PCR products. Crossing points (Cp) were calculated by the LightCycler^®^Software 4.0 (Roche Diagnostics, Mannheim, Germany) using the absolute quantification fit points method. Threshold and noise band were set manually in all compared runs at the same level. Relative gene expression was determined by the 2^-ΔΔCT ^method [76] using the real PCR efficiency calculated from an external standard curve, normalized to the housekeeping genes Hprt and Gapdh, respectively, and related to the data of untreated AtT-20 cells.

**Table 2:** Primers used for qRT-PCR validation

**gene**	**5' → 3'**
Acsl4 fwd	GGAGCCAAGCCAGAAAAC
Acsl4 rev	GCCTGTCATTCCAGCAATC
Crem fwd	ACATGCCAACTTACCAGATCC
Crem rev	TTTTCAAGCACAGCCACAC
Fosl2 fwd	GGTAGATATGCCTGGCTCGG
Fosl2 rev	TCATCTCTCCTTCTGCGGCC
Gapdh fwd	CCATCACCATCTTCCAGGAGCGAG
Gapdh rev	GATGGCATGGACTGTGGTCATGAG
Hprt fwd	ACCTCTCGAAGTGTTGGATACAGG
Hprt rev	CTTGCGCTCATCTTAGGCTTTG
Hmgcs1 fwd	AATGCCGTGAACTGGGTCG
Hmgcs1 rev	TGAGGTAGCACTGTATGGAGAGC
Nf2 fwd	TTCAAGAGATCACGCAACAC
Nf2 rev	TTCTCTCCTCCCACATTTCC
Pex13 fwd	TCCTGTTCTTTGCTGTTATCC
Pex13 rev	TCATCCTCACCACTTGCC

For validation we compared the expression ratios of six selected genes measured via qRT-PCR at each time point after CRH stimulation with the corresponding expression profiles from the microarray using statistical tests. One-way ANOVA on the log_2_-transformed expression ratios (treated versus control) with the factor time was applied using the *aov *function in the statistical software R utilizing partitioned error for replicates. Altogether four measurements of qRT-PCR normalized to Hprt, i.e. two biological and two technical replicates were considered in the ANOVA for each time point to determine statistical significance. In the case of the microarray data a two-way ANOVA with the factors time and dye-swap for six technical replicates was performed as described for the preselection process in preparation for supervised variable selection. In addition to the ANOVAs calculated separately for the qRT-PCR and microarray expression ratios the overall time response was considered if up-or down-regulation of the corresponding gene was measured equally in both analyses by visual inspection of the plots of the expression ratios against time points.

### Data normalization and preprocessing

Intensity extraction from the microarray scan images was accomplished by the fixed circle quantification method using QuantArray (PerkinElmer Life Sciences). The bottom 10% of the scan intensity values were defined as background and erased. Raw data were normalized using a lowess-based MA-smoother with print-tip correction implemented after Yang et al. [33] where M denotes the intensity ratio log_2_I(Cy3) -log_2_I(Cy5) or log_2_I(Cy5) -log_2_I(Cy3) and A the average intensity (log_2_I(Cy3) + log_2_I(Cy5))/2 or (log_2_I(Cy5) + log_2_I(Cy3))/2 of a spot signal. MA-plots are helpful to identify spot artifacts and to detect intensity-dependent patterns in the log ratios M. For the within-array normalization we used the robust scatter plot smoother *loess *(with the parameter *span *= 0.75) implemented in R statistical software [77] to perform a fit with a polynomial surface to the MA-plots of the raw data. The fitting procedure was done locally. The normalized intensity ratio were computed by the difference between the measured M-ratio and the predicted ratio from the loess regression. To reduce dye-biased effects on gene expression data a linear model (two-way ANOVA) considering the factors time and dye-swap was applied. The dye-swap is represented by the two levels [CRH-treated(Cy3)]/[control(Cy5)] and [CRH-treated(Cy5)]/[control(Cy3)]. A different effect of the dye combinations on the expression ratios of the six technical replicates will result in a significant interaction term of the ANOVA. Thus, by excluding gene expression ratios corresponding to a significant interaction between both factors the bias introduced by the different properties of the dyes was removed. Only spot signals which were detected at each point in time for a total of 30 two-colour arrays were taken into consideration. Factorial ANOVA was performed on log_2_-transformed data using the *lm *function in the statistical software R. The p-values from the ANOVA were adjusted for multiple testing using the false discovery rate (FDR) correction of Benjamini and Hochberg [78] implemented in the R-function *p.adjust*.

### Supervised variable selection

Before applying multivariate analysis a feature preselection was performed to eliminate not differentially expressed genes over time. We used a two-way linear model without interaction of the factors time and dye-swap. Genes were ranked according to their p-value after FDR-adjustment for multiple testing. To check if the expression ratios used in the two-way ANOVA are log_2_-normal distributed as well as if equal variances across groups exist, we performed Shapiro-Wilk's tests (with the R-function *shapiro.test*) and Levene's tests (using the R-function *levene.test*), respectively. In case of the Levene's test the factor variable *group *was set to five time points having six replicates each and the parameters *option *= trim.mean as well as *trim.alpha *= 0.25 were utilized.

A prerequisite for correct application of linear discriminant analysis (LDA) is the normality in the variables. Therefore, it was tested how many of the gene expression ratios used within the covariance matrix are log_2_-normal distributed (with the R-function *shapiro.test*). For verification which numbers of variables are suitable to avoid overfitting the classification error specifically the training error by resubstitution and test error by leave-one out cross-validation was plotted against the number of variables used in the LDA. Sets of variables (i.e. expression ratios) in the range of 2 to 30 were randomly drawn one thousand times each from the preselected data set and the averaged classification errors were calculated. Numbers of variables in the LDA should be avoided if the test error increases while the training error steadily decreases or don't change because then overfitting may have occurred.

### GA/MLHD

Genetic algorithm (GA) is a heuristic search procedure based on natural selection according to the following stages (for details see [26,79]):

1. Creation of chromosomes that are subsets of variables

2. A fitness function is used to evaluate the ability to predict the group membership of each sample for each chromosome

3. Selection of chromosomes with a fitness higher than a predefined value and stop of the procedure otherwise continuation with stage 4

4. Reproduction of chromosomes relatively to its fitness; crossover between two randomly selected parent chromosomes; random insertion of mutations (new genes) in chromosomes; repetition from stage 2 until an accurate chromosome is determined.

GALGO, an R package based on genetic algorithm search procedure was applied for supervised multivariate variable selection [25]. Starting point of the GA is the random creation of chromosomes with a size of five features (stage 1). For the fitness function the leave-one out cross-validation (LOOCV) procedure in combination with the classifier from discriminant analysis was chosen to evaluate the fitness value, which is defined as the classification accuracy of a selected chromosome. The fitness function controls chromosome selection in the genetic algorithm (stage 2). We utilized the maximum likelihood (MLHD) method for classification which is equivalent to linear discriminant analysis (LDA) [26,79]. To minimize overfitting the maximum likelihood method implemented in GALGO was restricted to subsets of five variables (chromosome size).

In addition, a gene ranking was based on the frequency of each feature in chromosomes satisfying the goal fitness (stage 3). The search parameters in the genetic algorithm included up to 2500 iterations (maximum solutions) to collect a large number of variable combinations and an estimated classification accuracy with optimizing criteria of 100% (goal fitness). The maximum number of generations (stage 4) was set to 200 because thousands of generations would end up in overfitting. Finally, the topmost 50 genes were selected. In order to validate gene rank stability and to isolate genes occurring in several analyses, the feature selection algorithm was repeated separately four times with the same input data and parameter settings.

### Greedy algorithm

We applied the *greedy.wilks *function from the klaR package in R to the preselected microarray dataset and used LOOCV in conjunction with LDA to obtain the most frequently identified genes for setting up a predictive model. Based on a small part of the data the greedy algorithm iteratively adds one locally optimal component after another to extend the data structure until an optimal solution is reached. The *greedy.wilks *method performs a stepwise forward variable selection using the Wilk's Lambda criterion [80]. Starting point is the choice of the gene with the lowest p-value from the overall F-Statistic.

Leaving out one sample (technical replicate) at a time, we applied the *greedy.wilks *method to select genes showing p-values from F-statistic of the partial Wilk's Lambda (*p.value.diff*) smaller than a predefined significance level (*niveau *= 0.001). Partial Wilk's Lambda is defined by the difference between two statistical models in which the one model contains the new variable while the other does not. A LDA classifier was trained with the selected gene expression ratios and the group membership was predicted for the excluded test dataset. By repeating the described procedure for all samples and counting the number of times a gene was picked out, we generated a ranked list with the most frequently identified genes and evaluated the classification error.

### Simulated annealing

We developed an algorithm for input selection of subsets of variables (INSEL) which uses simulated annealing (SA), LDA as well as LOOCV, and produces a ranked list of variables (genes) with high discriminative power. In our input selection algorithm we implemented the *optim *function with *method *= SANN of the stats package in R. SANN is a variant of simulated annealing given by Belisle [81] and uses the Metropolis function for acceptance of probability. The method SANN requires an initial set of variables (*sq*) to be optimized over, a target function to be minimized (*fn*) and a function that generates a new candidate combination (*gr*) as well as control parameters such as the maximum number of iterations (*maxit*) and the starting temperature for the cooling schedule (*temp*). In our case *sq *represents the complete preselected gene set from the microarray by random selection of a small subset of genes (*chromosome size *= 5). The fitness function *fn *evaluates the classification error using LDA and LOOCV based on the gene expression ratios in the subset whereas the *gr *function introduces a mutation in the subset. A mutation is defined as an exchange of one gene in a chromosome against a randomly selected new gene from the dataset. The control parameter *maxit *gives the total number of function evaluations and was set to 1000. Following Press et al. [82] we calculated the mean variation of the classification error (representing a generalized energy) over 10000 randomly selected chromosomes from the dataset in order to evaluate the starting temperature *temp*. The temperature acts as a control parameter for the search area and is gradually lowered until no further improvement of the fitness function is detected.

We applied the described procedure by collecting up to 2500 solution chromosomes. Based on all solutions we filtered the list for chromosomes that show an estimated classification accuracy of 100% and ranked the genes according to their frequency. Finally, the topmost 50 genes were selected. Altogether four runs were performed with the same parameter settings.

### Random forest

We applied the R-function *randomForest *according to Breiman [83] to the whole preselected microarray data using standard parameter settings, i.e. *ntree *= 500, *mtry *= $\sqrt{number\;of\;genes}$, and *nodesize *= 1. The arguments *ntree*, *mtry *and *nodesize *are defined by the number of trees, the number of input variables tried at each split and the minimum size of the terminal nodes, respectively. It was reported that the default value for *mtry *is often a good choice [84]. To produce a ranked list of the variables (genes) according to the mean decrease in Gini criterion the parameter *importance *was set to TRUE. The analysis described was repeated several times in order to examine the stability of the results.

### Modelling of gene-gene interactions

#### PCA

To reveal groups of genes that act together we first used an unsupervised method-principal component analysis-to describe the correlation structure of the selected genes. Correlations between genes were derived from PCA of gene expression patterns using the *prcomp *function with default settings in the R package stats. The gene (row) by time point (column) matrix of expression ratios was analyzed by PCA to determine the scores for the objects (gene expression ratios) and the loadings for the variables (time points). After mean centering of the gene expression ratios the ratios as well as time points were simultaneously plotted with help of a biplot [85,86]. The PCR was applied on a small subset of candidate genes derived from the multivariate analysis by GA/MLHD.

#### GeneNet

Additionally, a search for correlations, which cannot be explained by other variables, was performed. These partial correlations are used as a measure of conditional independence and are the basis for graphical Gaussian models (GGMs). For construction of a gene association network-GGMs that represent multivariate dependencies-the R package GeneNet (version 1.1.0) [49] was used. GeneNet contains functions for calculating shrinkage estimators (*ggm.estimate.pcor*) and for assigning statistical significance for the edges in a network (*ggm.test.edges*). The undirected graph for a small subset of genes from the feature selection procedure with GA/MLHD was calculated with the parameter *method *= dynamic in the function *ggm.estimate.pcor *by foregoing mean centering of the expression ratios.

#### Text mining

To verify the predicted network from GeneNet the corresponding gene-gene interactions were searched for in all PubMed abstracts with the help of a text mining program (Pathway Studio 5.0, Ariadne Genomics) based on the Natural Language Processing (NLP) Technology.

## Abbreviations

ANOVA: analysis of variance; FDR: false discovery rate; CRH: corticotropin-releasing hormone; CRHR: corticotropin-releasing hormone receptor; ERK 1/2: extracellular signal-regulated kinase; GA: genetic algorithm; GGMs: graphical Gaussian models; HPA: hypothalamic-pituitary-adrenal; KNN: K-nearest neighbour; LDA: linear discriminant analysis; MAPK: mitogen-activated protein kinase; MLHD: maximum likelihood; NC: nearest centroid; PCA: principal component analysis; PKA: protein kinase A; POMC: proopiomelanocortin; qRT-PCR: quantitative real-time polymerase chain reaction: SA: simulated annealing; SVM: support vector machines.

## Authors' contributions

DT designed and performed the bioinformatic data analyses including univariate preselection, multivariate GALGO analysis as well as principal component and GeneNet analyses followed by literature mining. CG designed and carried out the biological experiments including cell culture treatments, RNA preparation, microarray hybridization and scanning and qRT-PCR analyses. DT and CG wrote the manuscript. BP performed the normalization of the raw microarray data. CK, MP and PW assisted in the microarray performance and analyses. FH and WW directed the work. GW wrote the manuscript and together with JD supervised the project and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **MA plots**. MA-plots of the spot signals from 48 pins of the raw and normalized microarray data including loess fit curves Click here for file

Additional file 2 **SupplementaryTable 1**. Genes regulated by CRH in murine corticotrope AtT-20 cells as identified by GALGO analyses Click here for file

Additional file 3 **Generalization curves**. Training (resubstitution) and test (leave-one out cross-validation) error as a function of the number of variables used in the LDA Click here for file

Additional file 4 **R code**. Implemented R code of the variable selection algorithm INSEL based on simulated annealing and LDA (For download of the R software: http://cran.r-project.org/). Click here for file

# Supplementary material for: Deducing corticotropin-releasing hormone receptor type 1 signaling networks from gene expression data by usage of genetic algorithms and graphical Gaussian models
**Source:** BMC Syst Biol. 2010 Nov 19;4:159. doi: 10.1186/1752-0509-4-159
**Supplement:** Additional file 2 — SupplementaryTable 1. Genes regulated by CRH in murine corticotrope AtT-20 cells as identified by GALGO analyses

## Supplementary Table 1

Genes regulated by CRH in murine corticotrope AtT-20 cells as identified by GALGO analyses<sup>a</sup>

| Spot ID                                        | Accession Number | Gene                     | Description                                                                     | Gene Rank Analysis 1 | Analysis 2 | Analysis 3 | Analysis 4 |
|------------------------------------------------|------------------|--------------------------|---------------------------------------------------------------------------------|----------------------|------------|------------|------------|
| Transcription                                  |                  |                          |                                                                                 |                      |            |            |            |
| <b>4700</b>                                    | <b>AA254318</b>  | <b>4930522L14Rik</b>     | <b>RIKEN cDNA 4930522L14 gene</b>                                               | <b>7</b>             | <b>1</b>   | <b>2</b>   | <b>31</b>  |
| <b>2781</b>                                    | <b>AI846359</b>  | <b>Crem<sup>b</sup></b>  | <b>CAMP responsive element modulator</b>                                        | <b>2</b>             | <b>20</b>  | <b>20</b>  | <b>16</b>  |
| <b>18869</b>                                   | <b>BG072398</b>  | <b>Fosl2<sup>b</sup></b> | <b>Fos-like antigen 2</b>                                                       | <b>39</b>            | <b>9</b>   | <b>17</b>  | <b>21</b>  |
| 15702                                          | AI415706         | Zfp213                   | Zinc finger protein 213                                                         | 111                  | 27         | 14         | 20         |
| 6620                                           | AI835157         | Neurod1                  | Neurogenic differentiation 1                                                    | 50                   | 81         | 68         | 26         |
| 20962                                          | AI451115         | Tcof1                    | Treacher Collins Franceschetti syndrome 1, homolog                              | 67                   | 13         | 90         | 73         |
| 7196                                           | AI854843         | Gli3                     | GLI-Kruppel family member GLI3                                                  | 117                  | 99         | 195        | 39         |
| 5075                                           | AI854209         | Sf3a1                    | Splicing factor 3a, subunit 1                                                   | 268                  | 165        | 28         | 54         |
| 19524                                          | AI851247         | Fosl2                    | Fos-like antigen 2                                                              | 40                   | 189        | 75         | 227        |
| 2656                                           | AI848408         | Id2                      | Inhibitor of DNA binding 2                                                      | 142                  | 164        | 205        | 24         |
| 322                                            | AI839114         | Sqstm1                   | Sequestosome 1                                                                  | 239                  | 25         | 155        | 265        |
| 20114                                          | AA140515         | Ythdc1                   | YTH domain containing 1                                                         | 166                  | 40         | 380        | 161        |
| Nucleotide binding                             |                  |                          |                                                                                 |                      |            |            |            |
| <b>1459</b>                                    | <b>CD776350</b>  | <b>Pebp1</b>             | <b>Pebp1 phosphatidylethanolamine-binding protein 1</b>                         | <b>18</b>            | <b>46</b>  | <b>21</b>  | <b>9</b>   |
| 1550                                           | AA270909         | Top2a                    | Topoisomerase (DNA) II alpha                                                    | 53                   | 17         | 98         | 61         |
| 5931                                           | AI843104         | Ddx3x                    | DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 3, X-linked                        | 78                   | 65         | 118        | 47         |
| 7671                                           | AI838523         | Scaf1                    | SR-related CTD-associated factor 1                                              | 27                   | 113        | 112        | 59         |
| 8060                                           | AA389327         | Skiv212                  | Superkiller viralicidic activity 2-like 2 (S. cerevisiae)                       | 137                  | 145        | 46         | 44         |
| 21313                                          | AA734490         | Abcd4                    | ATP-binding cassette, sub-family D (ALD), member 4                              | 28                   | 307        | 256        | 67         |
| Signal transduction                            |                  |                          |                                                                                 |                      |            |            |            |
| <b>5502</b>                                    | <b>AA185709</b>  | <b>Cd3e</b>              | <b>CD3 antigen, epsilon polypeptide</b>                                         | <b>4</b>             | <b>32</b>  | <b>8</b>   | <b>15</b>  |
| 5926                                           | AI450767         | Mapk1                    | Mitogen activated protein kinase 1                                              | 108                  | 70         | 135        | 46         |
| 11281                                          | AI449143         | Calm1                    | Calmodulin 1                                                                    | 36                   | 106        | 104        | 189        |
| Receptor activity                              |                  |                          |                                                                                 |                      |            |            |            |
| 2383                                           | AI847223         | Sema6c                   | Sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6C | 203                  | 208        | 56         | 37         |
| Transport                                      |                  |                          |                                                                                 |                      |            |            |            |
| <b>11155</b>                                   | <b>AI450121</b>  | <b>Pex13<sup>b</sup></b> | <b>Peroxisomal biogenesis factor 13</b>                                         | <b>22</b>            | <b>12</b>  | <b>7</b>   | <b>18</b>  |
| 5887                                           | AI841677         | Tmed3                    | Transmembrane emp24 domain containing 3                                         | 42                   | 52         | 23         | 102        |
| 3233                                           | AI117694         | Snx11                    | Sorting nexin 11                                                                | 26                   | 30         | 226        | 22         |
| 1296                                           | AI605736         | Slc6a11                  | Solute carrier family 6 (neurotransmitter transporter, GABA), member 11         | 60                   | 140        | 30         | 95         |
| 12864                                          | AI850801         | Tmed7                    | Transmembrane emp24 protein transport domain containing 7                       | 86                   | 214        | 33         | 40         |
| 8536                                           | AI847502         | Dld                      | Dihydrolipoamide dehydrogenase                                                  | 150                  | 44         | 173        | 25         |
| 23109                                          | AI843695         | Slc37a3                  | Solute carrier family 37 (glycerol-3-phosphate transporter), member 3           | 202                  | 168        | 97         | 49         |
| 17859                                          | AI842864         | Rabif                    | RAB interacting factor                                                          | 45                   | 101        | 166        | 224        |
| 15400                                          | AI839164         | Tmed10                   | Transmembrane emp24-like trafficking protein 10 (yeast)                         | 130                  | 47         | 270        | 118        |
| 21723                                          | AI846151         | Rnuxa                    | RNA U, small nuclear RNA export adaptor                                         | 330                  | 48         | 188        | 83         |
| Protein binding                                |                  |                          |                                                                                 |                      |            |            |            |
| 3496                                           | AI847845         | Pcdha4                   | Protocadherin alpha 7                                                           | 44                   | 160        | 10         | 62         |
| 4999                                           | AI893639         | Anapc1                   | Anaphase promoting complex subunit 1                                            | 144                  | 37         | 110        | 100        |
| 22642                                          | AI450905         | Cep164                   | Centrosomal protein 164                                                         | 220                  | 237        | 11         | 36         |
| 3139                                           | AI847065         | Nktr                     | Natural killer tumor recognition sequence                                       | 187                  | 39         | 79         | 239        |
| Protein biosynthesis                           |                  |                          |                                                                                 |                      |            |            |            |
| 18265                                          | AA048130         | Rps27l                   | Ribosomal protein S27-like                                                      | 62                   | 29         | 4          | 30         |
| 24169                                          | AA549039         | Taf4b                    | TAF4B RNA polymerase II, TATA box binding protein (TBP)-associated              | 29                   | 103        | 91         | 124        |
| 20471                                          | AA182979         | Eif2c3                   | Eukaryotic translation initiation factor 2C, 3                                  | 218                  | 305        | 202        | 42         |
| Negative regulation of protein kinase activity |                  |                          |                                                                                 |                      |            |            |            |
| <b>18124</b>                                   | <b>AI323564</b>  | <b>Nf2<sup>b</sup></b>   | <b>Neurofibromatosis 2</b>                                                      | <b>10</b>            | <b>22</b>  | <b>25</b>  | <b>45</b>  |

Table S1 Continued

**Table S1. Continued**

| Spot ID | Accession Number | Gene          | Description                                           | Gene Rank Analysis 1 | Analysis 2 | Analysis 3 | Analysis 4 |
|---------|------------------|---------------|-------------------------------------------------------|----------------------|------------|------------|------------|
| Others  |                  |               |                                                       |                      |            |            |            |
| 22725   | AI447476         | Mfap3         | Microfibrillar-associated protein 3                   | 46                   | 72         | 109        | 74         |
| 16322   | AI661037         | Neil3         | Nei like 3 (E. coli)                                  | 43                   | 53         | 9          | 198        |
| 20310   | AI448474         |               | Transcribed locus                                     | 51                   | 4          | 222        | 29         |
| 1103    | AI849707         | Myeov2        | Myeloma overexpressed 2                               | 104                  | 150        | 54         | 7          |
| 16577   | AI837598         |               |                                                       | 64                   | 188        | 38         | 28         |
| 14534   | AI413090         | BC037034      | CDNA sequence BC037034                                | 176                  | 33         | 18         | 106        |
| 9017    | AI837674         | 2610040E16Rik | Leucine rich repeat containing 40                     | 41                   | 87         | 48         | 167        |
| 5666    | AA259694         | Suv420h2      | Suppressor of variegation 4-20 homolog 2 (Drosophila) | 101                  | 62         | 183        | 2          |
| 6201    | AI837840         |               |                                                       | 63                   | 143        | 29         | 126        |
| 8023    | AI323897         | Tmod2         | Tropomodulin 2                                        | 244                  | 6          | 66         | 128        |
| 5491    | AI847942         | Sept4         | Septin 4                                              | 66                   | 172        | 194        | 32         |
| 17312   | AI845689         | Lamp1         | Lysosomal membrane glycoprotein 1                     | 182                  | 116        | 42         | 134        |
| 3000    | AA415398         | MGC73851      | Expressed sequence AA415398                           | 14                   | 58         | 133        | 270        |
| 9279    | AA437817         | Tfpi          | Tissue factor pathway inhibitor                       | 48                   | 126        | 160        | 147        |
| 4267    | AI449074         |               | Transcribed locus                                     | 47                   | 108        | 64         | 272        |
| 14161   | AI841985         |               | Transcribed locus                                     | 141                  | 50         | 93         | 218        |
| 6684    | AI842055         | AW554918      | Expressed sequence AW554918                           | 136                  | 15         | 72         | 305        |
| 5427    | AI842990         |               | Transcribed locus                                     | 107                  | 286        | 134        | 5          |
| 4831    | AI894247         | Tubb5         | Tubulin, beta 5                                       | 205                  | 152        | 44         | 141        |
| 1382    | AA120647         |               |                                                       | 49                   | 228        | 163        | 130        |
| 11316   | AA433626         | Thnsl2        | Threonine synthase-like 2 (bacterial)                 | 249                  | 166        | 40         | 129        |
| 20965   | AI839696         | Fkbp2         | FK506 binding protein 2                               | 93                   | 41         | 255        | 231        |
| 20153   | AI853067         | Csnk1a1       | Casein kinase 1, alpha 1                              | 87                   | 134        | 43         | 368        |
| 8047    | AI449795         | Usp48         | Ubiquitin-specific peptidase 48                       | 245                  | 75         | 350        | 48         |
| 13118   | AI854682         | BC005561      | CDNA sequence BC005561                                | 21                   | 300        | 49         | 358        |
| 22422   | AI414820         | Rrp1b         | Ribosomal RNA processing 1 homolog B (S. cerevisiae)  | 112                  | 10         | 387        | 234        |
| 5299    | AI839515         | Tbcd          | Tubulin-specific chaperone d                          | 31                   | 223        | 345        | 165        |
| 7845    | AI850268         |               | Transcribed locus                                     | 342                  | 200        | 34         | 211        |
| 7590    | AI842091         | Tgoln1        | Trans-golgi network protein                           | 273                  | 199        | 330        | 50         |
| 1852    | AI450720         |               | Transcribed locus                                     | 289                  | 342        | 22         | 205        |

<sup>a</sup>Functional classification was based on Gene Ontology (GO) categories according to NCBI. All genes were obtained by four separated GALGO analyses of the complete list of preselected genes and merged in this table. Those genes with boldface occur in four analyses among the topmost 50 ranked genes or occurred twice in at least three runs and were – after elimination of RIKEN clones and unknown transcripts – chosen for modeling of interactions with GeneNet. Genes that fall in the same GO category are sorted in ascending order by the sum of the Gene Ranks for all four analyses.

<sup>b</sup>Candidate genes validated over time by qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

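RNA of AtT-20 cells treated with 100 nM CRH and of untreated cells was hybridised together on spotted cDNA arrays at 1, 3, 6, 12 and 24 h. There are 30 arrays, 6 at each of 5 time points, and in 3 of the 6 the dyes are exchanged. The 6 arrays of a time point hold 1 pair of RNA extracts, so they are technical replicates. Their number limits the precision: the median SD between the arrays of a time point ranged from 0.274 to 0.353 on the log2 scale.

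The authors deposited, per array, the scanner intensities of each spot and of its surroundings in Cy3 and Cy5, without background subtraction or normalization, as the files show. The deposited log2 ratios of 12593 spots were made by the authors, by the methods of the paper, through removal of the lowest 10% and a loess fit in each print-tip block. Yet in that table from 29 to 244 spots per array lay at or below the 10th percentile of a channel at 1, 3 and 6 h, and 0 at 12 and 24 h. The columns of that table correlated with the plain scanner ratios at r from 0.605 to 0.927 across spots. In 1 file channel 1 holds Cy5, and 2 extra channels of another slide in it were not used. Arrays were quantified on 4 days, which nearly coincide with the time points: 1 h on day 1, 3 and 6 h on day 2, 12 h on days 3 and 4 and 24 h on day 4.

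Of 48 blocks with 504 spots each, 1170 spots were empty and 192 were controls, and these were left out. A spot had to lie above the lowest 10% of intensities in both channels of every array, which kept 14375 spots, 11341 of them shared with the deposited table. Spots at the scanner limit of 65000 were kept, at most 310 in a channel. The log2 ratio of each spot was corrected by a loess curve on mean intensity in each print-tip block (span 0.75, symmetric family, 4 iterations) without subtraction of the background, whose median was at most 28.3. Its sign was turned so that it gives CRH-treated over untreated RNA. On shared spots these ratios correlated with the deposited ones at r from 0.977 to 0.994 across spots.

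Symbols came from Table S1 for 100 spots, from the gene name in the file for 508 and from RefSeq synonyms for 6799. For 12 spots of Table S1 the routes give different symbols, and that of Table S1 was used. Genes were named by a rule: every gene the study names that was measured, up to 6 highest and 6 lowest named genes past the size rule at each time point, up to 8 genes in each direction past the limma tests, and up to 4 members of each list with the largest ratios. The candidates' values in the figures had been seen when this rule was written.

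Linear models over the 30 arrays tested the interaction of time and dye orientation and then time, at p under 0.01, with time as 5 levels. Levene's test with a trim of 0.25 and the Shapiro-Wilk test were made at p under 0.001. For tests with time points as units, limma was run on the 5 averages for the mean over time (the CRH effect), for a trend with the log2 of hours and for a difference between phases, at an adjusted p under 0.05. The size rule asks for a mean log2 ratio of at least 0.585, which is 1.5-fold, with the same sign on all 6 arrays. The 19 gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and with fry. List medians were compared with 10000 random lists matched on intensity. The lists are immediate early genes, cAMP and CREB target genes, MAP kinase feedback genes, corticotrope and secretory granule genes, cholesterol synthesis, fatty acid metabolism, peroxisome biogenesis, cell cycle, ER and Golgi transport, unfolded protein response, circadian clock, glycolysis and hypoxia, ribosomal proteins, oxidative phosphorylation, housekeeping genes, other pituitary lineages, fibroblasts and matrix, T cells and leukocytes, and the study's candidate genes.

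Classification used linear discriminant analysis with leave-one-out cross-validation. Stepwise selection by Wilks' lambda stopped at p of 0.001. Simulated annealing was written anew, with 1000 iterations per solution, 2500 solutions in each of 4 runs and sets of 5 or 3 spots, keeping the top 50 spots. Random forests had 500 trees. Partial correlations used shrinkage and a threshold of 0.35. The packages GALGO, klaR and GeneNet were not available, so these steps follow their published descriptions. The tools were R 4.3.3, limma 3.58.1, MASS 7.3.60.0.1, randomForest 4.7.1.2, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and gcc 11.4.0.

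The models were tested on simulated data with 100 changed spots of each size among 14175 unchanged ones. A change over time of 1 was called in 92% of spots and one of 0.5 in 32%, with 1% of unchanged spots called. An interaction of 1 was called in 44% and one of 0.5 in 4%. A CRH effect of 0.5 was called in 88% and a trend of 0.25 in 72%, with 0% of unchanged spots called in both. Of 10 planted spots among 1041, simulated annealing and the random forest recovered 10 and stepwise selection 8. In that simulation the planted spots alone changed, while all 1041 spots offered in the data had been preselected for a change over time. These counts therefore do not tell how well the procedures choose among spots that all change.

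The replicate numbers were checked as pairs: across spots, deviations of arrays with the same number at different time points correlated at r from -0.026 to 0.05, so the numbers do not pair arrays. Alternatives covered the normalization, the background, the removal of dim spots, dye orientation, blocks, thresholds and leaving out a replicate or a time point. Of these, 99 were listed before and 13 added after values had been seen. The qRT-PCR values and pathway searches were left out, since no file holds them.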

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

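A few arrays stood apart from the others of their time point for genes named here. Acsl4 had a log2 ratio of -0.52 on replicate 3 at 3 h, where the other arrays lay between -0.21 and -0.06. Pebp1 had -0.66 on replicate 5 at 1 h, against -0.48 to -0.38. Misp3 had 0.49 on replicate 3 at 1 h, against -0.16 to 0.07. Of 80 groups of 6 arrays, 3 held such a value, and 4 are expected by chance.

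Genes changed sides between time points on all arrays in 3 cases. Cd3e was below 0 on 6 of 6 arrays at 3 h and above 0 on 6 of 6 at 12 and 24 h (linear model over the arrays, n = 30, p = 4.9e-09). Hmgcs1 on spot 6705 was above 0 on 6 of 6 at 12 h and below on 6 of 6 at 24 h (n = 30, p = 7.6e-10). Pebp1 was below 0 on 6 of 6 at 1 h and above on 6 of 6 at 3 h (n = 30, p = 1.4e-07). These p measure hybridisations of the same extracts.

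Genes outside Table S1 passed limma over the whole time course. Syt4 was higher by 0.59 and Misp3 by 0.54, and Rgs4 had a mean of -0.47, with Syt4 and Rgs4 on the same side at 5 of 5 time points. A further Syt4 spot did not follow. With the 10th percentile of each channel subtracted, without the removal of dim spots or with a robust, trended variance prior, 0 spots passed.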

How the results depend on the processing

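Of 1500 alternatives of 128 results, 1371 left the result the same, 100 moved a value, 17 made a call weaker, 7 made one stronger and 5 reversed the direction of a call made with or without the alternative. Lists called in neither case count as the same whichever way they point. Of those left the same, 970 were candidate gene ratios and 259 were gene lists, so the total does not hold for each kind of result. Spots past the size rule per time point stayed the same in 40 alternatives and moved in 45. Spots with a CRH effect stayed in 6 and moved in 10, partial correlations in 3 and 7, and preselected spots in 17 and 5. The alternatives with time in hours as a single number, with the spots so preselected and most of the partial correlation settings were chosen after the values were seen. The cause was not tested where a value moved.

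Time in hours as a single number gave 1075 dye interaction spots, 467 preselected spots and 582 with unequal variance, and with the deposited ratios 946, 387 and 450. Preselected spots numbered 488 at an adjusted p under 0.05, 446 without the dye factor, 342 with the quantification day as a block and 930 with a replicate block, although the numbers do not pair arrays. Spots with unequal variance numbered 93 without the removal of dim spots and 22 with the lowest 25% removed. Non-normal spots numbered 211 with 1 loess curve per array, 246 with median centring, 892 with the 10th percentile subtracted, 346 without the removal of dim spots and 63 with the lowest 25% removed.

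Spots past the size rule at 1, 3, 6, 12 and 24 h numbered 133, 98, 38, 90 and 63 with the 10th percentile subtracted and 100, 45, 11, 86 and 64 without the removal of dim spots. They numbered 766, 1031, 807, 1292 and 1405 on the arrays with CRH-treated RNA in Cy3 alone and 704, 300, 629, 942 and 661 on those in Cy5, where 3 arrays must share a sign and the dye bias is not balanced. With a log2 ratio of at least 1 they numbered 1, 1, 0, 0 and 1. Median centring gave 49 at 3 h, 42 at 12 h and 34 at 24 h, the lowest 25% removed gave 16 at 1 h and 3 at 6 h, and 1 loess curve per array gave 3 at 6 h. Without a replicate the counts ranged from 41 to 52 at 1 h, 28 to 37 at 3 h, 3 to 8 at 6 h, 23 to 36 at 12 h and 22 to 35 at 24 h, among them 45, 51, 52 and 50 at 1 h without replicates 3, 4, 5 and 6, 33, 34, 36 and 32 at 12 h without replicates 1, 4, 5 and 6, 35, 35, 35 and 33 at 24 h without replicates 3, 4, 5 and 6, and 3 and 8 at 6 h without replicates 2 and 6. Candidate means past the rule numbered 22 with Cy3 alone and 16 with Cy5.

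Spots with a CRH effect by limma numbered 0 with the 10th percentile subtracted, 0 without the removal of dim spots, 0 with a robust, trended variance prior and 3 with the lowest 25% removed. They numbered 3377 in Cy3 alone and 4386 in Cy5 alone, 44 without 1 h, 5 without 6 h, 4 without 12 h and 5 without 24 h. Spots with a trend numbered 1 with hours in place of their logarithm, 4 without 1 h and 22 without 3 h.

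The set with Pebp1 and Hmgcs1 assigned 46.7% of arrays across dye orientations when trained on Cy3 and 93.3% when trained on Cy5. The set with Cd3e and Fosl2 assigned 80% when trained on Cy3 and 86.7% when trained on Cy5, and in leave-one-out cross-validation 100% with the deposited ratios. Of the 17 boldface spots, stepwise selection held 4 with the deposited ratios, 1 with normexp and 10 from the spots preselected with hours as a number on the deposited ratios. Simulated annealing held 5 with sets of 3, and from the latter spots 16, or 15 with sets of 3. The random forest held 3 with the deposited ratios, 2 with normexp and, from the latter spots, 10 by Gini decrease and 11 by permutation, and its error was 0% with normexp. Partial correlations over the threshold numbered 7 with equal weights. In the added settings they numbered 5 with centring within dye orientation and 7 with that and equal weights. Further added settings used the deposited ratios. These gave 6 with equal weights and 6 with equal weights and centring. Without shrinkage the deposited ratios gave 13, or 14 with centring, and shrinkage was not left out on the ratios from the intensities.

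For gene lists, these are adjusted p by camera. With the deposited ratios, the CRH effect had 0.031 for immediate early genes and 0.0078 for cAMP and CREB target genes, and the trend 0.075 for the unfolded protein response. With the mean of all spots of a gene, glycolysis and hypoxia had 0.068 on the CRH effect, and immediate early and housekeeping genes had 0.062 on the trend. Without 1 h, cholesterol synthesis had 0.0087 on the CRH effect and 0.013 on the trend, and the trend had 0.74 for immediate early genes, 0.95 for cell cycle, 0.94 for ER and Golgi transport, 0.73 for the unfolded protein response, 0.85 for glycolysis and hypoxia, 0.73 for ribosomal proteins, 0.016 for oxidative phosphorylation and 0.73 for housekeeping genes. The direction turned for ER and Golgi transport, glycolysis, ribosomal proteins, cholesterol synthesis and oxidative phosphorylation. Without 3 h, the CRH effect had 0.45 for glycolysis and hypoxia, 0.098 for ribosomal proteins and 0.00084 for oxidative phosphorylation, whose trend had 0.013. Without 12 h, the CRH effect had 0.13 for ER and Golgi transport and 0.11 for glycolysis and hypoxia, and the trend 0.06 for cell cycle. Without 24 h, the CRH effect had 0.0026 for cholesterol synthesis and 0.092 for glycolysis and hypoxia, and the trend 0.15 for immediate early genes, 5.8e-05 for cholesterol synthesis, 0.068 for the unfolded protein response and 0.059 for glycolysis and hypoxia. Where such a list gained or lost its call, its other extreme over the time points left out was, on the CRH effect, 0.91 for cholesterol synthesis (without 6 h), 7.8e-07 for ER and Golgi transport, 5.2e-05 for glycolysis and hypoxia and 6.8e-13 for ribosomal proteins (without 1 h), and 0.75 for oxidative phosphorylation (without 6 h). On the trend it was 0.02 for immediate early genes, 0.00069 for glycolysis and hypoxia and 4.2e-11 for ribosomal proteins (without 3 h), 0.83 for cholesterol synthesis and 0.26 for oxidative phosphorylation (without 12 h), 0.0019 for cell cycle, 8.7e-06 for ER and Golgi transport and 0.0019 for housekeeping genes (without 24 h), and 0.017 for the unfolded protein response (without 6 h).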

Differences from the paper's values

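Dye interaction spots numbered 2131, and the paper's count is 946. Their highest false discovery rate was 0.067, where the paper's is 0.13. Preselected spots numbered 1041 at a highest false discovery rate of 0.12, against the paper's 387 and 0.3. Spots with unequal variance numbered 46, against the paper's 450. Of the alternatives set before the data were examined, the false discovery rate of 0.09 without the removal of dim spots lay near the paper's for the interaction, and so did 488, 446 and 342 preselected spots at an adjusted p under 0.05, without the dye factor and with the quantification day as a block. The other alternatives set before did not. With time in hours as a single number on the deposited ratios, chosen after seeing the values, the counts were 946, 387 and 450. These are the paper's counts, and the false discovery rates of 0.13 and 0.3 are its rates. Non-normal spots then numbered 175 of those tested and 3 of those preselected, also as in the paper. The paper names time as a factor and does not state that hours entered as a number. This model drops 1 of the 111 transcripts of Table S1 and 0 of the 17 boldface spots. The same model on the ratios from the intensities, also chosen after seeing the values, gave 1075, 467 and 582, with false discovery rates of 0.13 and 0.28, and drops 12 of the 111 and 2 of the 17.

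Stepwise selection held 2 of the 17 boldface spots, 1 of the 11 candidates and 0 of the 6 genes followed up by qRT-PCR, against the paper's 10, 7 and 5. No alternative set before came close. With the deposited ratios of the 387 spots preselected with hours as a number, changing both choices after seeing the values, it held 10, 7 and 4, dropping Acsl4 and Pex13 of the 6.

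Simulated annealing held 18 transcripts of Table S1, 8 boldface spots, 4 candidates and 3 of the 6 genes, against the paper's 52, 17, 11 and 6, and 5 boldface spots with sets of 3, against the paper's 15. Of the alternatives set before, the deposited ratios gave 4 of the 6 genes, and the other values differed. With the deposited ratios of the 387 spots preselected with hours as a number, changing both choices after seeing the values, it held 50, 16, 11 and 6, and 15 with sets of 3, dropping 1 boldface spot with sets of 5 and 2 with sets of 3.

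The random forest held 1 boldface spot by Gini decrease, 1 by permutation importance, 1 candidate and 0 of the 6 genes, against the paper's 12, 11, 8 and 5. No alternative set before came close. With the deposited ratios of the 387 spots preselected with hours as a number, changing both choices after seeing the values, it held 10, 11, 7 and 4, dropping Crem and Pex13 of the 6.

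Partial correlations above the threshold numbered 3, against the paper's about 6 in Fig. 3, read by eye. Of the alternatives set before, equal weights gave 7, of which 5 are drawn there, and the deposited ratios and normexp gave 2 and 3. Of those chosen after seeing the values, equal weights with centring within dye orientation on the deposited ratios gave the 6 that are drawn and drops 0. The same on the ratios from the intensities gave 7, dropping 0, equal weights on the deposited ratios gave 6, dropping 2, and centring alone gave 5, dropping 1.

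The paper states that Gapdh did not respond to CRH, in its section on qRT-PCR of independently treated cells. On the arrays, which hold other RNA extracts, its log2 ratio was -0.29 at 1 h, 0.44 at 3 h and 0.43 at 12 h. Gapdh passed no test over all spots. Arrays and qRT-PCR differ in samples and assay, so these ratios cannot decide whether the statement holds for the qRT-PCR.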

Other observations

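Genes of translation and of energy metabolism were low in CRH-treated cells at 1 h and high at 3 h. Of 65 ribosomal protein genes, 14 were above 0 at 1 h and 54 at 3 h, with medians of -0.17, 0.20, 0.02, 0.11 and 0.14 at 1, 3, 6, 12 and 24 h. Rpl41 had -0.65 at 1 h and 0.68 ± 0.25 (SD, n = 6) at 3 h, and Rpl10a and Rpl4 had 0.54 at 3 h. Of 16 genes of glycolysis and hypoxia, 5 were above 0 at 1 h and 13 at 3 h, with Tpi1 at -0.42 and 0.54 ± 0.28 and Aldoa at 0.42 ± 0.18 at 3 h. The 49 genes of oxidative phosphorylation had medians of -0.15, 0.11, -0.06, -0.03 and -0.03, with Ndufa9 at -0.43 ± 0.33 at 1 h. By camera, the ribosomal list was up on the CRH effect (adjusted p = 1.1e-05, but adjusted p = 0.62 with an estimated correlation, and 0.098 without 3 h) and on the trend (adjusted p = 7.8e-07, but adjusted p = 0.48 with an estimated correlation, and 0.73 with the direction turned without 1 h). Glycolysis and hypoxia had an adjusted p of 0.014 on the CRH effect (0.62 with an estimated correlation, 0.45 without 3 h, 0.11 without 12 h, 0.092 without 24 h) and of 0.017 on the trend (0.49, 0.85 with the direction turned without 1 h, 0.059 without 24 h). Oxidative phosphorylation was down on the CRH effect with an adjusted p of 0.26 (0.87 with an estimated correlation, 0.00084 without 3 h) and up on the trend with 0.25 (0.82 with an estimated correlation, 0.013 without 3 h, and 0.016 with the direction turned without 1 h). By limma 0 members of these lists passed over all spots or over the list alone.

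Genes of the corticotrope did not move together. Neurod1, a transcription factor that drives Pomc, had log2 ratios of 0.27, -0.73, -0.47, -0.49 and -0.56 on spot 3014 and passed the CRH effect over the list alone (adjusted p = 0.032, below 0 at 4 of 5 time points). Pomc, the precursor of ACTH, had 0.39 ± 0.27 (SD, n = 6) at 3 h, above 0 on 6 of 6 arrays, and -0.16 at 1 h, and Chgb, a granule protein, had 0.37 ± 0.43 at 3 h. The 18 genes had an adjusted p of 0.86 by camera on the CRH effect and of 0.97 on the trend. Among housekeeping genes, Gapdh had -0.29, 0.44, 0.15, 0.43 and 0.31, and Actb, of the cytoskeleton, -0.36 ± 0.16 at 1 h. Their median was -0.29 at 1 h, and the list of 11 was up on the trend (adjusted p = 0.0072, but adjusted p = 0.48 with an estimated correlation, and 0.73 without 1 h), with 6 members over the list alone and 0 over all spots by limma, and had 0.85 on the CRH effect. The clock genes had 0.95 and 0.78, with Per2 at 0.31 ± 0.26 at 1 h, and fibroblast and matrix genes 0.86 and 0.45, with Col1a2 at 0.51 ± 0.31 at 1 h. Of other pituitary lineages Gh was the 1 gene measured, with -0.31 ± 0.53 at 12 h and adjusted p of 0.51 and 0.88.

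Of the tests in this part, those of a dye bias shared by all time points and of the cultures behind the cholesterol genes were chosen after the result was seen. Log2 ratios of the same spots ran opposite ways in the dye orientations. A dye bias that each spot carries to every time point is a candidate explanation, since the difference between orientations correlated between time points with a median r across spots of 0.69. After centring within each dye orientation, r between orientations lay from -0.191 at 6 h to 0.161 at 3 h, so what remained agreed little across spots. For the quantification day, r was 0.741 between 3 and 6 h, which share a day. Between 12 and 24 h, which share it for 2 of the 12 h arrays, it was 0.779. The pairs that share none had r from 0.481 to 0.744, with a median of 0.65. These values argue against the day as the only source of the dye difference. A part played by the day could not be separated. No biological explanation was tested.

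Genes of cholesterol synthesis stood higher at 6 and 12 h than at 1 and 24 h. For 6 against 24 h the tables argue against dye bias, since the median at 6 h exceeded that at 24 h by at least 0.23 in each orientation, against the normalization, with at least 0.26 in 3 others, and against Hmgcs1 alone, with 0.25 without it. For 1 against 6 h a constant dye difference cancels in the mean, and the median was higher at 6 h in each orientation, with -0.14 and 0.20 with CRH-treated RNA in Cy3 and -0.07 and 0.01 with it in Cy5. The lower of these differences is under the bound set for 6 against 24 h. A response of the pathway to hours of CRH is a hypothesis that may hold, but a difference between cultures or RNA extracts remains open, as each time point has 1 pair of extracts. With permuted time labels and the preselection repeated, at most 2.4% of sets of 5 spots were without error, against 64% with the real labels. The permuted searches drew on 67 to 196 preselected spots, against 1041 with the real labels. Because these pools differ in size, the test cannot tell how much selecting spots on the same arrays added to the 64%. The separation of time points by such sets covers technical replicates.

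With time labels permuted within dye orientations, 1 of 100 splits, the real one, gave as many dye interaction spots (2131, highest other 1046), and 1 of 100 as many preselected spots (1041, highest other 320) and as many spots with unequal variance (46, highest other 34). Chance can be excluded for these counts at the level of arrays. It says nothing about a difference between cultures, days or extracts, which follow the time points.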
